# Temporal changes in macrophage phenotype after peripheral nerve injury

**DOI:** 10.1186/s12974-018-1219-0

**Published:** 2018-06-15

**Authors:** Joy E. Tomlinson, Emilija Žygelytė, Jennifer K. Grenier, Michael G. Edwards, Jonathan Cheetham

**Keywords:** Macrophage, Gene expression, Nerve injury, Regeneration

## Abstract

**Background:**

Macrophages play a key role in peripheral nerve repair and demonstrate complex phenotypes that are highly dependent on microenvironmental cues.

**Methods:**

We determined temporal changes in macrophage gene expression over time using RNA sequencing after fluorescence-activated cell sorting (FACS) macrophage populations from injured peripheral nerve. We identified key upstream regulators and dominant pathways using ingenuity pathway analysis and confirmed these changes with NanoString technology. We then investigate the effects of extreme polarizers of macrophage phenotype (IL4 and IFNγ) on nerve regeneration. We determined macrophage gene expression in vivo at the site of peripheral nerve injury with NanoString technology, and assessed recovery from sciatic nerve injury by cranial tibial muscle weights and retrograde labeling motor neurons in mice with deletion of IL4 or IFNγ receptors.

**Results:**

We demonstrate that IL4R and IFNγR deletions provide complementary responses to polarization, and alter expression of genes associated with angiogenesis and axonal extension, but do not influence recovery from peripheral nerve transection at 8 weeks after repair.

**Conclusions:**

Overall, this study provides a framework to evaluate the phenotype of macrophages over time, and provides a broader and more precise assessment of gene expression changes than has previously been commonly used. This data suggests ways in which polarization may be modulated to improve repair.

**Electronic supplementary material:**

The online version of this article (10.1186/s12974-018-1219-0) contains supplementary material, which is available to authorized users.

## Background

Macrophages play a wide range of roles during adaptive and innate immunity and can be detected in almost all tissues in the body. They are intimately involved in the processes of homeostasis, tissue repair, and regeneration [1]. The macrophage response to tissue injury is highly plastic and heavily dependent on microenvironmental cues which generate a spectrum of heterogeneous macrophage sub-populations, phenotypes, and functions. In the context of peripheral nerve injury, macrophages play a crucial role in the orchestration of series of events which are essential for successful regeneration and functional recovery to occur [2–5].

In the first 3 days after peripheral nerve injury, resident macrophages and Schwann cells (SC) remove fragmented axonal segments and breakdown the nerve–blood barrier [6]. Denervated SC then recruit hematogenous macrophages to the site of repair [7, 8]. Macrophage accumulation peaks 3 to 7 days after injury [9–12], and these infiltrating monocyte-derived cells encourage proliferation of SC [13], which fail to proliferate and transdifferentiate when migrating macrophages are excluded from the site of injury [10, 14]. Macrophages are the major cell type in the first few days after injury and secrete vascular endothelial growth factor (VEGF-A) which promotes development of the polarized microvasculature that directs SC migration within the regenerative bridge [9]. These data suggest that axonal regrowth, and so functional recovery, is heavily dependent upon the host immune response to nerve injury.

Initial classification of macrophage phenotype was based on extreme polarization states induced by in vitro ligands including interferon gamma (IFNɣ, “M1,” classical activation) [15, 16], and IL4 [15, 17–19] and IL10 (“M2,” alternative activation) [20, 21]. Extension of this system to an in vivo context has been problematic and has allowed overemphasis of a small number of markers to describe a complex spectrum of macrophage activation [15, 22]. Additionally, prior work has predominantly characterized macrophage phenotype in each experimental context using small numbers of markers [23–31]. Because in vivo macrophage phenotype is not dichotomous, conclusions drawn from studies that rely on a few markers of phenotype are likely to be highly dependent on which markers are chosen. Macrophages can have intermediate phenotypes and often show co-expression of classic M1 or M2 markers. For example, tumor-associated macrophages are often described as M2-like but they also have expression of many interferon stimulated genes [15, 32–34]. In peripheral nerve injury, a predominantly anti-inflammatory phenotype has been identified by gene expression of injured nerve stumps [35].

In this study, we characterize the temporal profile of macrophage gene expression during the early, mid, and late phases of macrophage response at the nerve injury site and identify changes in pathways associated with control of macrophage phenotype, angiogenesis, and cell migration.

We then determine differences in the global immune response to inflammation across a range of transgenic mice selected to capture extremes of macrophage polarization and identify changes in genes associated with angiogenesis and axon extension following polarization to these extremes. We then identify alterations in growth factor and neurotrophin expression associated with alterations in macrophage phenotype and evaluate the effects of macrophage polarization in vivo.

## Methods

### Animals

The following mouse strains were obtained from Jackson Laboratories: C57BL/6J (Jax # 664), BALBc/J (Jax# 651), *Il4ra*^−/−^ (BALB/c-*Il4ra*^*tm1Sz*^/J, Jax# 3514), *Ifngr1*^−/−^ (B6.129S7-*Ifngr1*^*tm1Agt*^*/*J, Jax# 3288), and *Il10rb*^−/−^ (B6.129S2-*Il10rb*^*tm1Agt*^/J, Jax# 5027). Mice with myeloid-specific deletion of Interferon gamma receptor 1 (IFNγR1) were generated by crossing mice with a conditional deletion for IFNγR1 (C57BL/6N-Ifngr1^*tm1.1Rds*^/J, Jax #015859) with myeloid-specific cre transgenic mice (Lys2cre, B6.129P2-*Lyz2*^*tm1(cre)Ifo*^/J, Jax #004781) and then backcrossing to produce mice homozygous for the floxed IFNγR1 and cre-positive in myeloid cells. The efficacy of the myeloid-specific Cre mice (Lys2cre, Jax #004781) was verified using R26r LacZ reporter mice (B6.129S4Gt(ROSA)26Sortm1Sor/J, Jax #3474). When crossed with the Lys2cre mouse, the STOP codon was excised in macrophages and lacZ was expressed. This was detected via a colorimetric assay resulting in blue coloration in the presence of β-galactosidase. LacZ localization was compared to CD68 (macrophage marker) by immunohistochemistry and expression in bone marrow-derived macrophages (BMDM), and macrophages in the intestine, dermis, and spleen was confirmed. Mice were bred in house in stable colonies, and genotypes were confirmed by PCR (Transnetyx, Cordova, TN).

Animals were allowed to acclimatize for 3 days after being brought into the research unit prior to any procedure. Rodent cages were replaced weekly. Animals were on a 12/12-h light-dark cycle and allowed food and water ad libitum. Group housing of 2–5 mice provided socialization. Daily record logs of medical procedures were maintained.

This study was performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals, the NIH guide for Care and Use of Laboratory Animals, federal and state regulations, and was approved by the Cornell University Institutional Animal Care and Use Committee.

### Sepsis model

#### LPS injection

Mice (*n* = 10–17/strain; mean age 12 weeks, range 8–18 weeks; mean weight 23 g, range 15–27 g; both sexes) were administered 50 mg/kg LPS (*Escherichia coli* O111:B4, Santa Cruz Biotechnology, Dallas, TX) diluted in 300 μl sterile saline via i.p. injection between 1 and 2 am. Animals were maintained under their normal housing conditions and were observed hourly for 48 h. Observers were blinded to mouse strain. Mice were euthanized at a humane endpoint of loss of self-righting reflex [36]. Time of death or euthanasia was recorded for each animal. Survival analysis (Gehan–Breslow–Wilcoxon) was performed using GraphPad Prism (GraphPad Software, v6).

### Bone marrow-derived macrophage (BMDM) culture

#### Culture

Culture was performed in two groups temporally: *Ifngr1*^*−/−*^, *Il10rb*^−/−^, and C57BL/6J; and *Il4ra*^−/−^ and BALB/cJ. Animals (*n* = 5/strain; mean age 6 weeks, range 5–8 weeks; female) were euthanized by CO_2_ asphyxiation, and bone marrow was harvested from the left tibia and femur. For each mouse, 5 × 10^5^ cells were seeded onto 100-mm sterile non-tissue culture-treated polystyrene petri dishes (Falcon) with 12 mL R10 cell culture medium [RPMI 1640 (Corning) with 10% FBS (ThermoFisher), 1% penicillin/streptomycin (ThermoFisher), and 1% HEPES (Sigma Aldrich)]. Cells were stimulated to differentiate into macrophages with 10 ng/mL M-CSF (eBioscience). Cells were cultured at 37°C and 5% CO_2_ for 6 days and were fed every third day. On days 6 and 7 of culture, R10+M-CSF media was refreshed for all samples. M(IFNγ+LPS) cells were stimulated with 50 ng/ml IFNγ (eBioscience) on day 6 and with 50 ng/ml IFNγ + 100 ng/ml LPS (Sigma-Aldrich) on day 7. M(IL4) macrophages were stimulated with 50 ng/ml IL-4 (BD Biosciences) on day 7. Cells were harvested on day 8.

#### Cultured macrophage harvest

Culture media was replaced with 10 ml PBS and plates incubated at 37 °C for 30 min. PBS was triturated vigorously and collected into a 50-mL conical for a total of three washes of 10 ml each. Cells were centrifuged for 10 min at 300 g and resuspended in 200 μl of 0.1% BSA in PBS. Cells were counted on a hemacytometer. 1.5 × 10^6^ cells from each sample were transferred to a v-bottom, 96-well plate (ThermoFisher Scientific) for flow cytometric labeling and analysis.

#### Flow cytometric analysis

Cultured cells were first labeled with Zombie Aqua fixable viability marker for 15 min at room temperature. Washing steps were performed with 150 μl PBS. Cells were incubated with surface markers for 45 min at 4 °C; washing steps were performed with 0.1% BSA in PBS. Dilutions were determined by titration. Cultured BMDM were labeled with anti-CD11b and CD16/32 antibodies to confirm successful differentiation to macrophages (Table 1). Cells were then fixed and permeabilized with Cytofix/Cytoperm (BD Biosciences) for 20 min at 4 °C. Once fixed, cells were incubated with antibodies to the intracellular markers arginase (Arg1) and nitric oxide synthase (Nos2) for 60 min at 4 °C (Table 1). The remaining wash steps were performed with 1× Perm/Wash (BD Biosciences) in DI water. After staining, cells were resuspended in 0.1% BSA in PBS for analysis.

**Table 1:** Antibodies used for flow cytometric analysis of cultured bone marrow-derived macrophages and for sorting macrophages from injured sciatic nerve

Antibody/probe	Clone	Fluorophore	Distributor/Cat No.	Specificity
CD16/32	2.4G2	BV-605	BD Biosciences/563006	Pan macrophage
F4/80	BM8	PE-Cy7	eBioscience/25-4801	Pan macrophage
CD11b	M1/70	Pacific Blue	BioLegend/101224	Pan macrophage
CD14	Sa2-8	PE	eBioscience/12-0141	Pan macrophage
Arg1		PE	R&D Systems/IC5868P	M2
Nos2	CXNFT	APC	eBioscience/17-5920	M1
Thy1.2	53-2.1	APC	eBioscience/17-0902	Fibroblast
CD19	ID3	APC	eBioscience/17-0193	Pan B cell
Ly6G	1A8-Ly6g	APC	eBioscience/17-9668	Granulocyte
Siglec F	ES22-10D8	APC	Miltenyi Biotec/130-102-241	Eosinophil
Ter119	Ter119	APC	eBioscience/17-5921	RBC
CD31	MEC 13.3	APC	BD Biosciences/551262	Endothelial cell
CD3e	17A2	APC	eBioscience/17-0032	T cell
Propidium iodide		na	eBioscience/00-6990	Dead cell/DNA
Zombie Aqua		na	BioLegend/423101	Fixable viability marker

*na* not available

The stained cells were analyzed by FACSAriaIII (BD Biosciences) using FACSDiva software (BD Biosciences), and final analysis was performed with FlowJo software (Tree Star, v10). The fluorochromes were excited with the instrument’s 405, 488, 532, and 633 nm lasers. The appropriate detection filters were used (Additional file 1: Table S1). Compensation beads (OneComp, eBioscience) were used to set the compensation matrix. Fluorescence was determined by gating against appropriate controls (unstained, fluorescence minus one) on samples prepared in parallel. Gates were set such that less than 1% positive events were recorded when acquiring the corresponding negative control. Cells were gated on forward and side scatter area for general cell size, forward scatter height and width to exclude doublets, and side scatter and Zombie Aqua to exclude dead cells. Cultured macrophages were defined as all viable single cells that were CD11b^+^CD16/32^+^ (Additional file 2: Figure S1b).

### Nerve injury model

#### Nerve injury

To identify changes in macrophage gene expression over time, the left sciatic nerves of BALB/cJ mice were transected proximal to the bifurcation and immediately repaired. Mice were anesthetized with 3% isoflurane and maintained under anesthesia with 2% isoflurane and oxygen. Analgesia was provided by subcutaneous meloxicam (4 mg/kg) injection pre-operatively and 24 h after surgery. The sciatic nerve was exposed and transected. Proximal and distal nerve stumps were aligned and sutured 1 mm into 5 mm nerve conduits with 10–0 suture (Ethilon) to create a non-critical defect (3 mm). For retrograde labeling of *Ifngr1* ^*fl/fl, cre/−*^ and control mice, the sciatic nerve was repaired by direct coaptation with two epineurial sutures.

#### Macrophage isolation from regenerative bridges and RNA extraction

Mice were euthanized at 3, 5, 14, or 28 days after repair to describe the early, mid, and late immune responses to nerve injury. The regenerative bridge was harvested within the conduit by transecting the proximal and distal sciatic nerve stumps 1 mm from the end of the 5 mm conduit. The epineurial sutures were cut and the regenerative bridge was removed from the conduit and placed in a petri dish with 1 mL RPMI-1640 (Corning) and was cut into 1 mm pieces. The tissues were then transferred to a 50-mL conical with 10 mL of digestion buffer. Digestion buffer comprised of 3 mg/mL collagenase type I (Sigma), 1 mg/mL hyaluronidase (Sigma), and 0.5 mL of 1 mM HEPES in RPMI-1640. After 1 h digestion in a 37 °C water bath, tissues were strained through a 70-μm mesh strainer (BD Biosciences) to obtain a single-cell suspension. Cells were centrifuged at 300 g for 10 min and resuspended in 1 mL red blood cell lysis buffer (eBioscience) for 10 min on ice then quenched with 5 mL DPBS and centrifuged again at 300 g for 10 min. The cell pellet was resuspended in 0.5% BSA (Sigma) in PBS, and cells were plated on a v-bottom 96-well plate (Nunc, Thermo Scientific) for FACS. Cells were labeled for FACS for 45 min at 4 °C using species-specific antibodies to label macrophages and other immune cells. Exclusion markers included Ly6G (granulocytes), Siglec F (eosinophils), CD19 (B lymphocytes), CD3e (T lymphocytes), Ter119 (RBC), and Thy1.2 (fibroblasts). Positive selection markers for macrophages included CD16/32, CD11b, CD14, and F4/80. Antibody details are provided in Table 1. All wash steps were performed with 0.5% BSA in PBS. Following sorting, aliquots of up to 2.0 × 10^5^ cells were placed into RNase/DNase-free 1.5-ml tubes (Eppendorf). RNA was purified according to the manufacturer’s instructions using the Quick-RNA MicroPrep kit (Zymo Research).

#### RNA sequencing

RNA sample quality was confirmed by spectrophotometry (Nanodrop) to determine concentration and chemical purity (A260/230 and A260/280 ratios) and with a Fragment Analyzer (Advanced Analytical) to determine RNA integrity. PolyA+RNA were isolated with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). TruSeq-barcoded RNA sequencing (RNASeq) libraries were generated with the NEBNext Ultra RNA Library Prep Kit (New England Biolabs). Each library was quantified with a Qubit 2.0 (dsDNA HS kit; Thermo Fisher) and the size distribution determined with a Fragment Analyzer (Advanced Analytical) prior to pooling. Libraries were sequenced on an Illumina NextSeq500. At least 20 M single-end 75+bp reads were generated per library. Reads were trimmed for low quality and adaptor sequences with cutadapt v1.8. parameters: -m 20 -q 20 –a AGATCGGAAGAGCACACGTCTGAACTCCAG --match-read-wildcards. Reads were mapped to the reference genome/transcriptome (Mouse: UCSC mm10) using tophat v2.0 with the following parameters: --no-novel-juncs -G <ref_genes.gtf>. Cufflinks v2.2 was used to generate FPKM values and statistical analysis of differential gene expression. In addition to statistical significance as determined by cuffdiff, the set of stringent-differentially expressed (stringent-DE) genes also had minimum twofold expression change and minimum average FPKM 5 in at least one condition. Hierarchical clustering was performed using JMP Pro 11 software (SAS Institute Inc., Cary, NC) on log2-fold change values.

#### Gene expression analysis with NanoString

Extracted RNA was incubated with a custom panel of 90 (for in vivo samples) or 114 (for in vitro samples) bar-coded probes (NanoString Technologies, Seattle, WA; Additional file 3: Table S2) specific for genes associated with macrophage phenotype and function with an emphasis on the context of peripheral nerve repair [1, 17, 37–42]. Four to five biological replicates per condition were evaluated (Molecular Biology Core Facility at Geisel School of Medicine at Dartmouth, Hanover, NH). RNA quality was evaluated with a fragment analyzer and degraded samples were replaced with an alternative sample if available. Standard NanoString protocols were followed [43, 44]. Reporter probes, hybridization solution, sample, and capture probes were mixed together and hybridized overnight at 65 °C. Following hybridization, samples were transferred and processed in the NanoString nCounter Prep Station. The Prep Station washed away excess probes and purified the target/probe complexes using magnetic beads. The purified target/probe complexes were deposited in a cartridge, laid flat, and immobilized for data collection. Data collection was carried out in the NanoString nCounter Digital Analyzer. Images were processed, and the barcodes were tabulated.

#### Effects of Il4ra and Ifngr1 deletion on macrophage gene expression and nerve regeneration

Sciatic nerve transection and repair was performed in *Il4ra*^−/−^, *Ifngr1*^*−/−*^, *Ifngr1*^fl/fl cre/−^, and control mice as described above. Macrophages were isolated from *Il4ra*^−/−^ and *Ifngr1*^*−/−*^ by FACS 3, 5 and 14 days after injury. Gene expression was determined using the custom NanoString panel. To determine the quality of repair, retrograde labeling was performed in a separate cohort of *Il4ra*^−/−^ and *Ifngr1*^fl/fl cre/−^ mice and their controls at 8 weeks after injury as previously described [45]. Briefly, mice were anesthetized and the sciatic nerve was transected 5 mm distal to the repair site. The nerve stump was soaked in 10% FluoroRuby in 2% DMSO for 1 h, rinsed, and replaced under the biceps femoris muscle. Mice were sacrificed 5 days later, perfused with chilled saline followed by 4% paraformaldehyde, and the spinal cord was harvested 5 mm cranial and 5 mm caudal to the L4-S3 region, which encompassed all retrograde labeled motor neurons. Explanted cords were fixed in 4% paraformaldehyde overnight and optically cleared with increasing concentrations of tetrahydrofuran followed by dichloromethane, and finally dibenzyl ether. [45] Spinal cords were imaged at 10× magnification with 6.4 μm z-stacks using a confocal microscope (Zeiss 510, Thornwood, NY; 561 nm). The entire motor neuron pool of all labeled cells was counted by a single-blinded observer using a customized automated cell counting program in Matlab (Release 2015a, The MathWorks, inc., Natick, MA) based on 3D Laplacian Gaussian object detection. Cranial tibial muscle weights were performed on the cohort of *Il4ra*^−/−^ and *Ifngr1*^fl/fl cre/−^ mice that underwent retrograde tracing 8 weeks after injury and repair as previously described. The cranial tibial muscles were removed prior to perfusion and weighed immediately. Cranial tibial muscle weights of the injured limb were standardized to the contralateral limb.

### Statistical analysis

#### Median fluorescent intensity (MFI)

MFI of each marker in the macrophage gate for each mouse was obtained from FlowJo (Tree star, v10). For cell culture, 4 markers (Nos2, Arg1, CD16/32, and CD11b) and 3 stimulation conditions [M(−), M(IL4), M(IFNγ+LPS)] were examined. The MFI of each marker was analyzed by linear mixed effect model on rank transformed data with mouse as a random effect and an interaction term (strain*stimulation) to determine which markers showed significant variation. Rank transformation was used due to non-homogeneity of variance and the presence of a few negative MFI values, which prevented use of log transformation. Tukey post hoc pairwise comparisons were applied.

#### Gene expression with NanoString

NanoString nSolver 2.6 Analysis Software (NanoString Technologies) was used to process raw data. Background was calculated from the raw data for each group (strain and stimulation) as the average mRNA count across all negative controls plus twice the standard deviation of the negative controls. Genes with average expression in all groups below background expression were removed from analysis. Eight potential housekeeping genes were included on the panel. Data was normalized using the housekeeping genes Actb, ANKRD27, GAPDH, TBP, and RICTOR, which were expressed in all samples and had < 60% CV. Normalized data were analyzed. Statistical analysis was performed separately by culture group, as described above, to allow for potential differences in cytokine and serum lots.

Hierarchical clustering was performed using JMP Pro 12 software (SAS Institute Inc., Cary, NC) on log transformed data to visualize gene expression patterns by strain and stimulation. ANOVA of a linear mixed effect model with mouse as a random effect and an interaction term of strain*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction was performed using R (R 3.2.3, RStudio Team (2015). RStudio: Integrated Development for R. RStudio, Inc., Boston, MA URL http://www.rstudio.com/) to determine which genes showed significant variation. For genes that passed FDR screening on the interaction term (FDR *p* value < 0.05), Tukey post hoc pairwise comparison was performed to examine expression differences in individual genes among the strains and stimulations. Log transformation was used to meet the assumptions of the test. Significance was set as *p* < 0.05 throughout.

#### Bioinformatics analysis

DE transcripts between time points were analyzed for over-representation of biological functions, pathways, and networks using the bioinformatics software ingenuity pathways analysis (IPA) (www.ingenuity.com) [46, 47]. IPA uses a Fisher’s exact test to identify over-represented connected biological units in a defined set of genes, which can include pathways, cellular functions, or known targets of regulatory genes. In some cases a confidence score, or *z* score, can be made on the activation state of the pathway, process, or upstream regulator based on the expression pattern of the associated genes [46]. The more positive or negative the *z* score, the more confidence the platform has that the pathway, biological process, or upstream regulator is activated or inhibited respectively.

## Results

### Temporal analysis of macrophage gene expression at the site of nerve injury in wild-type mice demonstrates complex phenotypes

To investigate the range of macrophage phenotypes expressed at the site of nerve injury, we first analyzed temporal changes in macrophage gene expression after sciatic nerve injury in wild-type mice. 

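Genes for the surface markers that the sorted cells had to carry were abundant on each day. Cd14, the LPS co-receptor, had 2766 ± 206 FPKM on day 5 (mean ± SD, n = 3), 1634 ± 286 on day 14 (n = 2) and 1616 ± 259 on day 28 (n = 2). Emr1, which encodes F4/80, had 409.5 ± 54.2, 297 ± 67.4 and 202 ± 9.46 on these days. Itgam, the gene of the integrin CD11b, had 361 ± 30.7, 238 ± 52.5 and 262 ± 37.6. Fcgr3, which encodes the Fc receptor CD16, had 239.8 ± 6.57, 266 ± 14.9 and 259 ± 13.0. Cd3e, which marks T cells and whose product was gated out, had a mean of at most 0.113 FPKM. Thy1, the gene of the marker used to exclude fibroblasts, was at 1.32, 1.08 and 0.752 FPKM. Siglec5, the gene of the eosinophil marker Siglec F, was at 0.491, 0.923 and 1.74 FPKM and rose from day 5 to day 28 (log2FC 1.85, SE 0.36, edgeR adjusted p = 0.0105, 0.0559 and 0.0570 without day 28 replicates 1 and 2). Pecam1, which encodes the endothelial marker CD31, was at 8.12, 3.39 and 2.27 FPKM and fell from day 5 to day 28 (log2FC −1.80, SE 0.37, edgeR adjusted p = 0.0145, 0.0832 without day 28 replicate 2).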

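The deposited table lists 23361 genes in 7 libraries, 3 from day 5, 2 from day 14 and 2 from day 28. The series text describes independent biological replicates, so p-values of single genes below measure the spread between libraries. Those of Fisher's exact test count genes instead. Camera p-values compare the genes of a list with the other genes. At the preset correlation of 0.01 they allow for little variation between libraries that the genes of a list share. From day 5 to day 14 this correlation was estimated at 0.41 for LPS and TNF, 0.57 for IFNγ and 0.88 for type I interferon genes. For granulocyte markers the estimate was −0.13. Small camera p-values at the preset correlation thus do not measure the spread between libraries. The authors trimmed reads with cutadapt, mapped them to the mm10 genome with tophat and quantified them with Cufflinks and cuffdiff. For every gene and library the deposited values are an estimated fragment count before scaling, 99.1% of them whole, and an FPKM after cuffdiff's scaling between libraries. Assigned fragments came to 26167372, 21509710 and 21889611 in day 5 replicates 1 to 3. They came to 18027190 and 20822892 in day 14 replicates 1 and 2 and to 35247116 and 18101976 in day 28 replicates 1 and 2. The paper states at least 20 M reads per library. Counts of 12858 genes that passed edgeR's filterByExpr were scaled by TMM and compared between days with the edgeR quasi-likelihood test, in 1 fit to all 7 libraries, with Benjamini-Hochberg adjustment. Libraries of the day outside a comparison enter it only through the filter, the scaling and the spread estimate shared by all days. A call lost without such a library therefore does not show that the change rests on that library. Gene positions are those of GENCODE M21 on mm10 (GRCm38). The first principal component of scaled log counts held 45.9% of the variance and placed the day 5 libraries between −42.5 and −38.3 and those of day 28 at 50.3 and 39.8. Day 14 replicate 1 lay at 0.466 on it and replicate 2 at 29.7. The second component, with 17.1%, placed them at −44.7 and −13.0.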

Macrophages were isolated from the regenerative bridge within the conduit by flow cytometry (Lin^−^F4/80^+^CD14^+^CD11b^+^CD16/32^+^, Additional file 2: Figure S1) 5, 14, and 28 days after sciatic transection and repair.

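Saa3, which encodes an acute phase protein made by activated macrophages, fell from 2074 ± 1328 FPKM on day 5 (mean ± SD, n = 3) to 55.3 ± 23.9 on day 14 (n = 2). Its log2FC was −5.23 (SE 0.67, edgeR adjusted p = 0.0106). Saa3 lies on chromosome 7 from 46711998 to 46715700 (minus strand). Vcan, the gene of the matrix proteoglycan versican, fell from 31.3 ± 3.87 to 11.1 ± 2.22 FPKM (edgeR, −1.55, SE 0.17, adjusted p = 0.00699). Wfs1, which encodes an endoplasmic reticulum protein, rose from 1.31 ± 0.292 to 8.76 ± 4.56 FPKM (edgeR, 2.76, SE 0.31, adjusted p = 0.00785). From day 14 to day 28, Igf2bp2, the gene of an mRNA-binding protein, rose from 3.65 ± 0.628 to 9.53 ± 0.751 FPKM (edgeR, 1.40, SE 0.15, adjusted p = 0.0344). G0s2, whose product inhibits triglyceride lipase, fell from 64.3 ± 5.96 to 19.0 ± 4.54 FPKM (edgeR, −1.74, SE 0.21, adjusted p = 0.0344). Without 1 of the day 5 libraries, which are outside this comparison, the log2 fold changes stayed at 1.39 to 1.395 for Igf2bp2 and −1.75 to −1.744 for G0s2. Both later calls are lost without any 1 of the 3 day 5 libraries (edgeR adjusted p = 0.0669 to 0.0793) and without day 28 replicate 1 (0.145 and 0.121). That of G0s2 is also lost without day 28 replicate 2 (0.0667).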

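Genes such as Saa3 and Wfs1 were counted at an edgeR adjusted p under 0.05, at least a 2-fold change of mean FPKM and a mean of at least 5 FPKM on 1 of the 2 days. From day 5 to day 14, 99 genes rose and 51 fell, from day 14 to 28 4 rose and 2 fell, and from day 5 to 28 194 rose and 258 fell. Together 505 genes met the limits in at least 1 comparison. For days 14 to 28, DESeq2 gave 120 genes under the same limits and limma on log2(FPKM + 1) gave 0, and 1570 genes had an unadjusted edgeR p under 0.05. Without day 5 replicate 1, 2 or 3 the count for days 5 to 14 was 48, 69 or 42 and that for days 14 to 28 was 0. Without day 14 replicates 1 and 2 the earlier count was 459 and 121 and the later one 26 and 321. Without day 28 replicates 1 and 2 the earlier count was 111 and 106 and the later one 1 and 18. The total fell to 294, and the count for days 5 to 28 to 249, without day 28 replicate 1.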

Gene expression was quantified with RNASeq and compared pairwise between the time points, and 382 genes met the stringent DE cutoff in at least one time point comparison. Unsupervised hierarchical clustering on differential gene expression and Panther gene ontogeny database (overrepresentation test, release 20160321) identified six clusters associated with common biological functions including macrophage activation, coagulation, immune response, cell communication, cell proliferation and cytokine receptor binding (Fig. 1a). 

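Of the 505 genes past the limits here, 351 met them only from day 5 to day 28 and 154 in an interval clustered on. The courses of most genes below are thus point estimates that met the limits in neither interval. Ward clustering of the 505 genes on log2 ratios of mean FPKM placed Retnla, Wfs1, Cx3cr1 and Itgax in a cluster of 33 genes. On average these were higher by 2.50 ± 0.81 on day 14 than on day 5 (mean ± SD of log2 ratios across genes) and by 1.24 ± 0.60 on day 28 than on day 14, with Retnla the 1 exception after day 14 (−0.26). A cluster of 92 genes with Jun, Egr1 and Ciita was higher by 1.38 ± 0.41 on day 14 and then changed by −0.18 ± 0.63. Gpnmb and Spp1, genes of phagocytic macrophages, were among 108 genes, of which 106 were higher on day 14 than on day 5 and all on day 28 than on day 14 (0.71 ± 0.30 and 0.73 ± 0.34). Arg1, Il1a and Saa3 were among 39 genes that were lower on day 14 (−1.47 ± 0.76) with 0.18 ± 0.48 after that. Ccl2, Ccl7 and Pf4 were among 194 genes, all but 2 of them lower in both intervals (−0.71 ± 0.40 and −0.73 ± 0.31). Irf7 and Mmp9 were among 39 genes lower mostly after day 14 (−0.42 ± 0.57 and −1.93 ± 0.47), with Nos2 at −2.53 and −2.75. By Fisher's exact test, chosen after the values were seen, the cluster with Jun held 6 of 9 clustered genes of dendritic cell maturation (adjusted p = 0.0265). By the same test that with Irf7 held 6 of 15 type I interferon and 4 of 8 monocyte genes, and that with Arg1 5 of 12 LPS and TNF genes (each adjusted p = 0.0265). The larger cluster with Ccl2 held 9 of the 15 type I interferon and 5 of the 12 LPS and TNF genes (Fisher's exact test, adjusted p = 0.355 and 0.782). This test treats genes that vary together as independent. Both intervals share the day 14 libraries. Across all tested genes, which are not independent replicates, their log2 fold changes correlate at −0.17, against −0.56 (−0.61 to −0.54) in 20 simulations without any change, with a covariance of −0.0701 against −0.0980. The simulations drew each gene independently, so their range leaves out variation that genes share. Cluster membership moved with the method, since average linkage put 268 genes in the largest cluster and left 2 clusters of a single gene.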

Retnla was in cluster 1 and increased over time from day 5 to day 14, whereas other markers of alternative activation, such as Arg1 and Chi3l3, were in cluster 4 and decreased in this time period. This emphasizes the complexity of macrophage phenotype and need to include a variety of markers to accurately describe macrophage phenotype and function. 

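Retnla, which encodes the secreted IL4-induced protein RELMα, rose from 5.18 ± 1.71 FPKM on day 5 (mean ± SD, n = 3) to 87.8 ± 41.6 on day 14 (n = 2). Its log2FC was 4.10 (SE 0.40, edgeR adjusted p = 0.00510). Retnla lies on chromosome 16 from 48842551 to 48844461 (plus strand). Arg1, the gene of arginase 1, fell from 849 ± 175 to 248 ± 19.0 FPKM (edgeR, −1.77, SE 0.22, adjusted p = 0.00926). Arg1 lies on chromosome 10 from 24915221 to 24927484 (minus strand). Both calls held without each of the 7 libraries in turn, at log2 fold changes of 3.52 to 4.52 for Retnla and −1.92 to −1.63 for Arg1. Chi3l3, which encodes the chitinase-like protein Ym1, had 8.85 ± 4.84 and 4.40 ± 3.12 FPKM, with overlapping libraries (log2FC −1.01, SE 0.61, edgeR adjusted p = 0.346). Chi3l3 lies on chromosome 3 from 106147554 to 106167564 (minus strand). Its paralog Chi3l4 may share reads with Chi3l3. From the opposite courses of Retnla and the other alternative activation markers the paper concludes that a variety of markers is needed to describe macrophage phenotype.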

DE genes between time points (d5 vs 14; d14 vs 28) were then analyzed for over-representation of biological functions, pathways, and networks using Downstream Effects Analysis through IPA to identify those biological processes and functions that are likely to be causally affected by up- and downregulated genes [46, 47]. IPA identified LPS, IFNɣ, TNF, STAT3, and IL4 as key upstream regulators of changes in macrophage polarization over time, and identified key pathways including granulocyte and agranulocyte adhesion and diapedesis, angiogenesis and dendritic cell maturation (Fig. 1b, c).

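Among 33 measured genes of the LPS and TNF response, 10 fell from day 5 to day 14 by edgeR adjusted p, 0 rose and 23 did not pass. Their median log2FC was −0.75 (camera adjusted p = 7.1e-14, adjusted p = 0.551 with an estimated correlation). Cxcl5, a neutrophil chemokine gene of this list, fell from 26.4 ± 4.57 FPKM (mean ± SD, n = 3) to 3.82 ± 1.42 (n = 2). Its log2FC was −2.79 (SE 0.26, edgeR adjusted p = 0.00482). Cxcl5 lies on chromosome 5 from 90759360 to 90761624 (plus strand). For the rises, 2 of these genes had an unadjusted p under 0.05, DESeq2 called 1 and limma 0. Of the LPS and TNF genes, 2 rose and 20 fell adjusted over the list alone. The number that fell was 2 without any 1 day 5 library, 22 without day 14 replicate 1, where the median was −1.13, 4 without day 14 replicate 2 and 6 without either day 28 library.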

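Of 24 genes of IL4 alternative activation, 5 rose to day 14, 1 (Arg1) fell and 18 did not pass, or 6 rose and 1 fell adjusted over the list alone. The median was 0.52 (camera adjusted p = 0.0208, adjusted p = 0.625 with an estimated correlation). This camera call at the preset correlation was lost with each limma fit. Clec7a, a lectin gene, rose from 49.9 ± 6.39 FPKM (mean ± SD, n = 3) to 115 ± 16.2 (n = 2, log2FC 1.22, SE 0.19, edgeR adjusted p = 0.0179). Mgl2, also a lectin gene, rose from 1.90 ± 0.603 to 5.88 ± 0.426 FPKM (edgeR, 1.64, SE 0.27, adjusted p = 0.0184). Their edgeR calls are lost without day 5 replicate 1 (each adjusted p = 0.0665), and that of Clec7a also without replicate 3 (0.0676). Of the IL4 genes, 1, 3 and 2 rose without day 5 replicates 1, 2 and 3, and 3 without either day 28 library. Without day 14 replicate 1, 5 rose, 5 fell and the median was 0.10 (camera adjusted p = 0.993).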

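Ciita, the transactivator of MHC class II genes, was the 1 gene of 31 in the IFNγ response list that rose to day 14, with 0 falling and a median log2FC of −0.20 (camera adjusted p = 0.598). At an unadjusted edgeR p under 0.05, 4 genes of this list were higher and 5 lower. DESeq2 called 2 IFNγ genes each way and limma 1 rise and 0 falls, and 1 rose and 1 fell adjusted over the list alone. Without day 14 replicate 1 the median was −0.78 with 9 falling (camera adjusted p = 4.1e-05), and without day 14 replicate 2 it was 0.22 (0.00306). In this list, 2 genes rose without day 5 replicate 1, day 14 replicate 2 or either day 28 library. Fos and Myc, genes of growth-related transcription factors, rose among 19 STAT3 targets, whose median was −0.17 and mean 0.01 (camera adjusted p = 0.840). Fos had a log2FC of 1.13 (SE 0.20, edgeR adjusted p = 0.0209) and Myc of 0.97 (0.21, 0.0369). Both edgeR calls are lost without any 1 day 5 library (adjusted p = 0.0584 to 0.117), and that of Myc also without day 14 replicate 2 (0.0798). Of the STAT3 targets, 0 fell against 4 lower at an unadjusted edgeR p under 0.05, 2 by DESeq2 and 0 by limma, and without day 14 replicate 1 7 fell (median −0.36, camera adjusted p = 0.0406).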

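Tap1, a gene of antigen processing, was at −1.07 on the log2 scale on day 28 against day 14 (edgeR adjusted p = 0.1201). The IL4-induced chemokine gene Ccl24 was at 0.87 (edgeR adjusted p = 0.0800). Medians in this interval were −0.60 for IFNγ genes (camera adjusted p = 1.4e-08, adjusted p = 0.551 with an estimated correlation), −0.36 for STAT3 targets (1.8e-04 and 0.551) and 0.45 for IL4 genes (0.0365 and 0.625). The camera call of the IL4 genes at the preset correlation was lost with DESeq2 and with each limma fit. LPS and TNF genes had a median of −0.12 (camera adjusted p = 0.998). By edgeR adjusted p, 0 genes of these lists passed. Unadjusted, 17 IFNγ genes were lower and 0 higher, 6 and 1 STAT3 targets, 1 and 4 IL4 genes and 4 and 5 LPS and TNF genes. DESeq2 called 9 and 0, 3 and 0, 1 and 3, and 0 and 2 in these lists, and limma 0 in each. Adjusted over the list alone, edgeR gave 13 and 0, 1 and 0, 0 and 3, and 0 and 1.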

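Granulocyte marker genes were lower on day 28 than on day 14 together with the IFNγ genes, with a median of −1.25 over 7 genes (camera adjusted p = 5.2e-11, adjusted p = 0.189 with an estimated correlation). DESeq2 called 4 of them lower against 0 by edgeR and limma, with 7 at an unadjusted edgeR p under 0.05. Fibroblast markers, with Col1a1, Col1a2 and Col3a1 among them, were lower too, with a median of −1.34 over 13 genes (camera adjusted p = 9.9e-06, adjusted p = 0.551 with an estimated correlation). For 12 macrophage markers the median was −0.13 (camera adjusted p = 8.1e-04, adjusted p = 0.551 with an estimated correlation). Of all 32 lists, 11 passed camera downward and 1 upward in this interval at the preset correlation. Without day 14 replicate 1 the medians of the IFNγ genes and STAT3 targets were −0.19 and −0.09 and neither passed (camera adjusted p = 0.0801 and 0.0799). Without day 14 replicate 2, 18 IFNγ genes (median −1.03) and 6 STAT3 targets (−0.61) fell. In that fit LPS and TNF genes were at −0.36 (camera adjusted p = 2.6e-04) and IL4 genes at 0.12 (0.394), with 3 up and 4 down. The IL4 median was also 0.27 without day 28 replicate 1 and 0.07 without day 28 replicate 2 (camera adjusted p = 0.211).

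**Figure D1:**
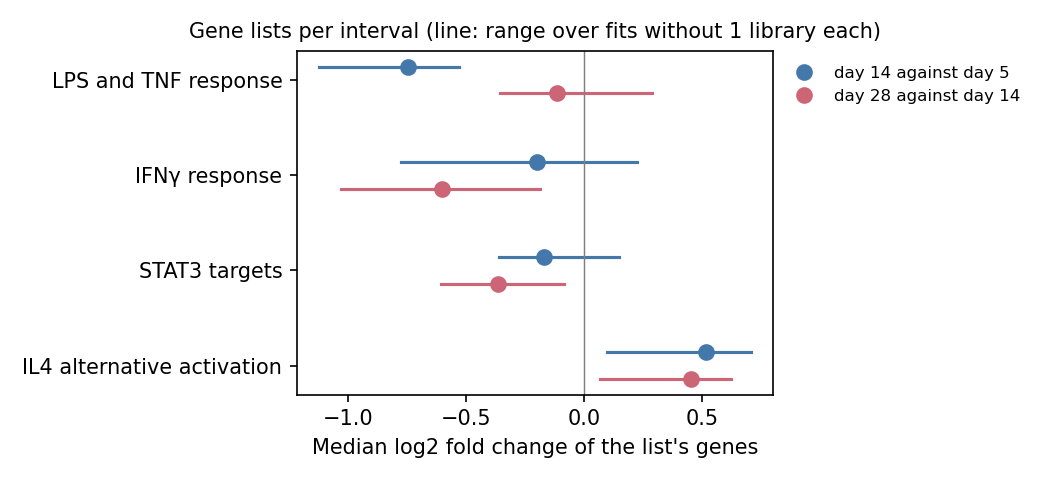
Median log2 fold change of the genes in the LPS and TNF, IFNγ, STAT3 and IL4 lists from day 5 to day 14 and from day 14 to day 28, with the range of the medians when each of the 7 libraries is left out in turn.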

**Fig. 1:**
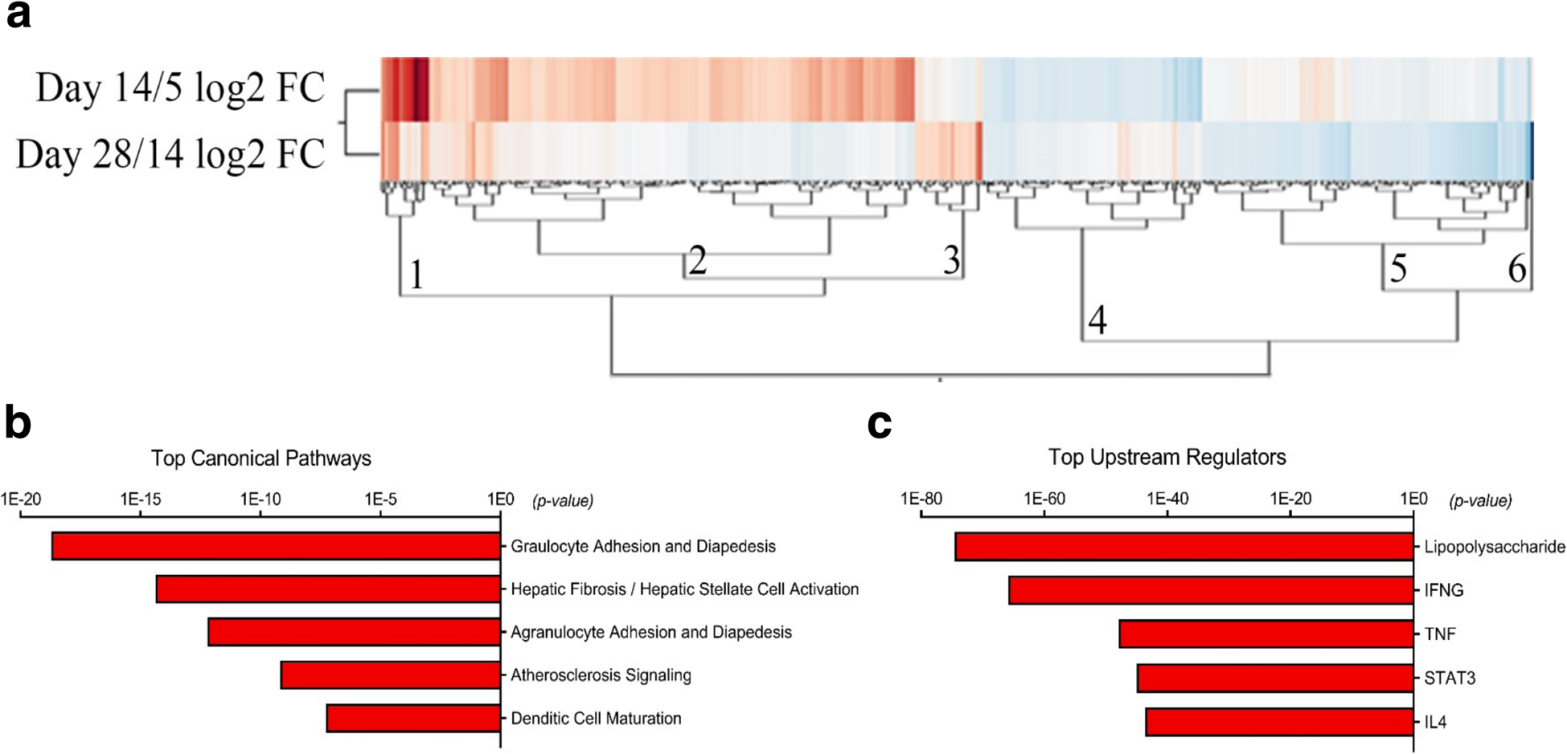
IFNɣ and IL4 are key upstream regulators of macrophage gene expression in injured nerve. **a** Unsupervised hierarchical clustering on differential gene expression over time identified six clusters of genes**.** The PANTHER GO database overrepresentation test was performed. Cluster 1 was unclassified, but contained the macrophage alternative activation marker Retnla, which increased from days 5 to 14 (red). Cluster 2 was enriched for the common biological functions of coagulation, immune response, and cell communication and included genes Alox15, Jun, and Egr1. Cluster 3 was unclassified and included genes such as Nes and Clu. Cluster 4 was dominated by cell proliferation and cytokine receptor binding, and included Chi3l3, Arg1, Ccl2, Ccl7, and Il1a, which decreased from days 5 to 14 (blue). Cluster 5 was enriched for genes related to macrophage activation and response to IFNɣ, and included Nos2. This pro-inflammatory signature declined over time. The sixth cluster contained only Sct. Red— increased with time; blue—decreased with time. **b** Ingenuity pathway analysis identified key pathways including granulocyte and agranulocyte adhesion and diapedesis, angiogenesis, and dendritic cell maturation. **c** LPS, IFNγ, STAT3, and IL4 were identified as key upstream regulators of changes in macrophage gene expression. Gene expression was compared pairwise between three time points and 382 genes met the stringent differential expression (DE) cutoff in at least one time point comparison. Stringent cutoffs of FPKM > 5 and fold change > 2 were used. RNASeq was performed on sorted macrophages from BALB/cJ mice 5, 14, and 28 days after sciatic nerve transection and repair (*n* = 3/group). Further analysis of differentially expressed (DE) transcripts between time points (days 5 vs 14; days 14 vs 28) were analyzed for over-representation of biological functions, pathways, and networks using Downstream Effects Analysis to identify those biological processes and functions that are likely to be causally affected by up- and downregulated genes, using the bioinformatics software ingenuity pathways analysis (IPA)

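Jun, which encodes an AP-1 subunit, rose from 99.6 ± 10.6 FPKM on day 5 (mean ± SD, n = 3) to 281 ± 48.4 on day 14 (n = 2, log2FC 1.51, SE 0.19, edgeR adjusted p = 0.00926). On day 28 it was at 162 ± 45.2 FPKM (n = 2), with a log2FC of −0.79 against day 14 (edgeR adjusted p = 0.172). Jun lies on chromosome 4 from 95049034 to 95052222 (minus strand). Egr1, the gene of an early growth response factor, rose from 73.2 ± 14.0 to 190.3 ± 1.81 FPKM (edgeR, 1.39, SE 0.30, adjusted p = 0.0383). That call is lost without day 5 replicate 1, 2 or 3 or day 14 replicate 2 (edgeR adjusted p = 0.103, 0.122, 0.101 and 0.0703). Egr1 lies on chromosome 18 from 34859823 to 34864984 (plus strand). Alox15, the gene of 12/15-lipoxygenase, had 1.19 ± 0.401 and 3.36 ± 2.62 FPKM (log2FC 1.49, SE 0.53, edgeR adjusted p = 0.130), under the limit of 5 on each day. Alox15 lies on chromosome 11 from 70344152 to 70352031 (minus strand).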

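Nes, which encodes the intermediate filament protein nestin, had 0.157 ± 0.0248, 0.287 ± 0.274 and 2.15 ± 1.12 FPKM on days 5, 14 and 28 (mean ± SD, n = 3, 2 and 2). It was higher on day 28 than on day 5 (log2FC 3.78, SE 0.56, edgeR adjusted p = 0.00384), also in each of the 7 fits that leave out 1 library. Nes lies on chromosome 3 from 87971078 to 87980451 (plus strand). Clu, the gene of the secreted chaperone clusterin, had 0.257 ± 0.118, 0.438 ± 0.0854 and 2.50 ± 2.63 FPKM, with 0.644 and 4.36 in the 2 day 28 libraries. It rose from day 5 to day 28 (edgeR, 3.27, SE 0.76, adjusted p = 0.0221). That call is lost without day 5 replicate 1 or 3 or day 28 replicate 2 (edgeR adjusted p = 0.0867, 0.0727 and 0.271, the last at a log2FC of 1.34). Clu lies on chromosome 14 from 65968483 to 65981547 (plus strand).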

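Il1a, which encodes interleukin 1α, fell from 228 ± 41.3 FPKM on day 5 (mean ± SD, n = 3) to 98.9 ± 38.1 on day 14 (n = 2, log2FC −1.20, SE 0.24, edgeR adjusted p = 0.0310). The call is lost without day 5 replicate 1, 2 or 3, day 14 replicate 2 or day 28 replicate 1 or 2 (edgeR adjusted p = 0.0958, 0.0947, 0.0652, 0.0556, 0.0547 and 0.0576). Il1a lies on chromosome 2 from 129299610 to 129309972 (minus strand). Ccl2, a monocyte chemokine gene, had 569.8 ± 72.2, 235 ± 186 and 158 ± 47.0 FPKM on days 5, 14 and 28, with 366 and 104 in day 14 replicates 1 and 2. Its neighbour Ccl7 had 617 ± 59.4, 242 ± 212 and 151 ± 11.9 FPKM. The log2 fold changes to day 14 were −1.27 (SE 0.43, edgeR adjusted p = 0.113) and −1.35 (0.46, 0.116). From day 5 to day 28 both fell, Ccl2 by 1.84 and Ccl7 by 2.02 on the log2 scale (SE 0.44 and 0.47, edgeR adjusted p = 0.0237 and 0.0221). Without day 5 replicate 1, 2 or 3 or day 28 replicate 1 or 2 the Ccl2 call is lost (edgeR adjusted p = 0.0746, 0.0597, 0.0507, 0.185 and 0.0762), and so is that of Ccl7 (0.0682, 0.0560, 0.0504, 0.162 and 0.105). Ccl2 lies on chromosome 11 from 82035571 to 82037453 (plus strand). Ccl7 lies on chromosome 11 from 82045712 to 82047525 (plus strand).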

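Fcgr1, the gene of the high affinity IgG receptor, fell from 162 ± 8.28 FPKM on day 5 (mean ± SD, n = 3) to 48.2 ± 4.50 on day 28 (n = 2, log2FC −1.73, SE 0.22, edgeR adjusted p = 0.00210). Upp1, which encodes uridine phosphorylase, had a log2FC of −2.43 (SE 0.34, edgeR adjusted p = 0.00296). With them, 11 of 31 IFNγ response genes fell in this interval, 3 rose and 17 did not pass, or 16 fell and 3 rose adjusted over the list alone. The median log2FC was −0.80 (camera adjusted p = 3.0e-05, adjusted p = 0.625 with an estimated correlation). The number of IFNγ genes that fell was 6 and 7 without day 5 replicates 1 and 2, 19 without either day 14 library, and 3 and 4 without day 28 replicates 1 and 2, where 1 rose. Of 7 granulocyte markers 2 fell in the same interval (median −0.59, camera adjusted p = 0.00239, adjusted p = 0.551 with an estimated correlation). Nos2 had 10.5, 2.85 and 6.34 FPKM in the day 5 libraries and 2.03 and 0.0823 in those of day 14. Its log2FC between these days was −2.68 (SE 0.89, edgeR adjusted p = 0.109), and −6.28 without day 14 replicate 1 (0.00125).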

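Saa3 fell to 21.0 ± 0.328 FPKM on day 28 (mean ± SD, n = 2, log2FC −6.61, SE 0.73, edgeR adjusted p = 0.00122 against day 5). Cxcl5 fell to 3.24 ± 0.646 FPKM (edgeR, −2.99, SE 0.26, adjusted p = 5.5e-04). Slc7a11, the cystine transporter gene, rose (edgeR, 1.70, SE 0.21, adjusted p = 0.00191). Of the 33 LPS and TNF response genes, 14 fell from day 5 to day 28, 1 rose and 18 did not pass, or 17 fell and 1 rose adjusted over the list alone. The median log2FC was −0.63 (camera adjusted p = 7.1e-09, adjusted p = 0.551 with an estimated correlation). In the fits without day 5 replicate 1 or 2, 7 genes fell, and without day 28 replicates 1 and 2 3 and 5. Emr1 fell too (log2FC −1.01, SE 0.17, edgeR adjusted p = 0.00650, 0.0667 without day 28 replicate 1), and with it 4 of 12 macrophage markers, 1 without day 28 replicate 1. Their median was −0.39 (camera adjusted p = 0.00114, adjusted p = 0.551 with an estimated correlation).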

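Sct, which encodes the peptide hormone secretin, had 1.52 ± 0.942 FPKM on day 5 (mean ± SD, n = 3) and 2.32 ± 0.218 on day 14 (n = 2), from 14, 14 and 3 and from 12 and 17 fragments. It is listed at 0 in both day 28 libraries. The edgeR adjusted p was 0.679 for days 5 to 14, 0.132 for days 14 to 28 and 0.0303 for days 5 to 28. The last call is lost without day 5 replicate 1 or 2 or day 28 replicate 1 or 2 (edgeR adjusted p = 0.0848, 0.0771, 0.166 and 0.0842). Sct lies on chromosome 7 from 141278330 to 141279133 (minus strand).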

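Ciita rose from 2.14 ± 0.333 FPKM on day 5 (mean ± SD, n = 3) to 6.99 ± 0.801 on day 14 (n = 2, log2FC 1.72, SE 0.16, edgeR adjusted p = 0.00475). Ciita lies on chromosome 16 from 10480059 to 10528418 (plus strand). H2-DMb1, whose product helps load peptides on MHC class II, rose from 13.2 ± 0.560 to 31.5 ± 5.10 FPKM (edgeR, 1.26, SE 0.13, adjusted p = 0.00557), though its paralog H2-DMb2 may share reads. They are among 22 genes of dendritic cell maturation and antigen presentation, of which 8 rose by edgeR, 0 fell and 14 did not pass, with equal counts adjusted over the list alone. Unadjusted, 9 were higher and 0 lower, DESeq2 called 8 and 0 and limma 3 and 0. Their median log2FC was 0.76 (camera adjusted p = 9.0e-06, adjusted p = 0.551 with an estimated correlation). Of these genes, 2, 3 and 2 rose without day 5 replicates 1, 2 and 3 and 3 without either day 28 library. In the fit without day 14 replicate 1, 6 rose and 3 fell (median 0.14, camera adjusted p = 0.113). In this interval 13 fibroblast markers (1 rose) had a median of 1.53 and 4 T cell markers (1 rose) one of 1.57 (camera adjusted p = 7.0e-05 and 0.0285, adjusted p = 0.593 and 0.551 with an estimated correlation). Neither list passed the limit without day 14 replicate 1. The fibroblast markers include Col1a1, Col1a2 and Col3a1, and the 1 that rose was a collagen.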

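Pf4, a chemokine gene, fell from 1816 ± 319 to 461 ± 81.7 FPKM (mean ± SD, n = 3 and 2, log2FC −1.97, SE 0.20, edgeR adjusted p = 0.00554). Pf4 lies on chromosome 5 from 90772435 to 90773383 (plus strand). Pf4 and Ppbp, which also fell, are 2 of the 4 platelet markers measured. Of 49 genes of leukocyte adhesion and diapedesis, 4 rose, 8 fell and 37 did not pass, or 7 rose and 15 fell adjusted over the list alone. Their median was −0.28 (camera adjusted p = 0.00126, adjusted p = 0.551 with an estimated correlation). Without day 5 replicates 1, 2 and 3, 1, 0 and 0 adhesion genes rose and 3 fell each time, and without either day 28 library 0 rose. Without day 14 replicate 1, 15 fell (median −0.50), and without day 14 replicate 2 the median was −0.06 (camera adjusted p = 0.103). Igf1, the growth factor gene, rose by 0.92 on the log2 scale (SE 0.15, edgeR adjusted p = 0.0184), and its call is lost without day 5 replicates 1 and 3 (0.0682 and 0.0691). With it Fgfr1 and Pdgfb rose and Angpt2 fell among 27 angiogenesis genes (camera adjusted p = 0.952), or 5 and 2 adjusted over the list alone. Without day 5 replicates 1, 2 and 3, 1, 2 and 1 of these rose and 0 fell, and without day 14 replicate 1 4 rose and 5 fell.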

### RNASeq and NanoString data demonstrate mixed temporal expression of pro- and anti-inflammatory genes and are in agreement

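Fgfr1, a growth factor receptor gene, rose from 2.54 ± 0.452 FPKM on day 5 (mean ± SD, n = 3) to 8.35 ± 2.37 on day 14 (n = 2, log2FC 1.72, SE 0.22, edgeR adjusted p = 0.0106). Ppbp, which encodes a neutrophil-attracting chemokine, fell from 36.5 ± 15.5 to 4.75 ± 2.89 FPKM (edgeR, −2.91, SE 0.44, adjusted p = 0.0157). They are among the 86 genes of interest in the in vivo column of Table S2, of which 81 were tested. From day 5 to day 14, 13 of these rose and 15 fell by edgeR adjusted p, 34.6% of the panel against 4.78% of all tested genes, and 22 rose and 28 fell adjusted over the list alone. The study drew on these RNASeq data in choosing the panel, which also holds cell lineage markers. The share and the counts adjusted over the list alone are thus no independent evidence. Of the panel genes, 37 met the FPKM and fold limits above in some comparison. Without day 5 replicates 1, 2 and 3, 11, 13 and 9 panel genes changed to day 14, and without day 14 replicate 1 44. From day 14 to day 28, 0 panel genes passed by edgeR and 0 by limma, with 11 higher and 24 lower at an unadjusted edgeR p under 0.05 and 5 and 11 by DESeq2. Adjusted over the list alone, 7 rose and 20 fell in that interval, but this adjustment leaves out that the panel was chosen on these data.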

We designed a custom NanoString gene expression panel, including a subset of 90 genes that were highly differentially expressed in the RNASeq data, to confirm these RNASeq findings. The NanoString platform has high reproducibility, sensitivity, and is associated with a low background signal [43, 44]. Genes were selected that describe macrophage phenotype, function, and signaling, with a preference for including pathways where multiple genes were differentially expressed in the RNASeq data. Cell lineage markers for macrophages and other cell types found in injured peripheral nerve were also included to confirm accuracy of cell sorting. Because the initial time course RNASeq data showed greater differences between days 14 and 5 than between 28 and 14, for this experiment we compared early time points of days 3, 5, and 14.

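From day 5 to day 14, 365 genes rose and 249 fell by edgeR adjusted p under 0.05, against 4 and 4 from day 14 to day 28. At an unadjusted p under 0.05 there were 3083 and 1570, by DESeq2 1366 and 332, and by limma on log2(FPKM + 1) 212 and 0. Igf2bp2, the cytokine receptor gene Il7r (log2FC 1.24), the sulfotransferase gene Chst11 (1.07) and the adaptor gene Stap1 (1.07) rose after day 14 (SE 0.16, 0.13 and 0.14 for the last 3, edgeR adjusted p = 0.0387, 0.0344 and 0.0387). Those that fell were G0s2, the receptor genes Treml2 and Fcrl5 and the cation channel gene Trpm2 (−1.20, SE 0.15, edgeR adjusted p = 0.0344). Treml2 went from 5.41 ± 1.65 to 1.35 ± 0.302 FPKM (mean ± SD, n = 2 and 2, log2FC −1.98, SE 0.23, edgeR adjusted p = 0.0344). Fcrl5 went from 3.19 ± 1.15 to 0.191 ± 0.139 FPKM (edgeR, −3.89, SE 0.44, adjusted p = 0.0344). All 8 calls are lost without any 1 day 5 library and without day 28 replicate 1 (edgeR adjusted p = 0.121 to 0.224). Without day 5 replicates 1, 2 and 3 the earlier interval had 63, 106 and 52 genes and the later one 0. Day 5 libraries enter the later interval only through the filter, the scaling and the spread estimate shared by all days. Without day 14 replicates 1 and 2 the counts were 1728 and 285 against 33 and 629, and without day 28 replicates 1 and 2 359 and 322 against 1 and 36. Averaged over all tested genes, with the sampling error subtracted, the root mean square log2 fold change was 0.57 in the earlier interval and 0.43 in the later one. The ratio of 1.34 was 0.860 without day 14 replicate 2 and 0.731 without day 28 replicate 2.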

NanoString data demonstrated a high level of agreement with RNASeq data (*R*^2^ = 0.67, *p* < 0.001, Fig. 2a). Greater differences were observed between macrophage gene expression at day 14 and day 5 than between day 5 and day 3 (Fig. 2b, c). Macrophage expression of the major monocyte chemokine, monocyte chemoattractant protein (CCL2), was identified early in the repair process (Fig. 2b) [48]. CX3CR1 ligand (fractalkine), which can also recruit monocytes through the CX3CR1 receptor, was identified later [49]. A variety of collagens (1a1, 1a2, and 3a1) were all elevated at day 14 compared to day 5.

**Fig. 2:**
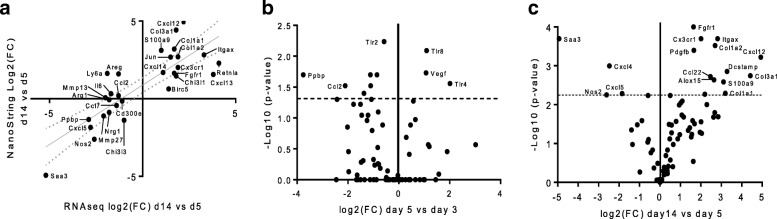
RNASeq and NanoString data demonstrate mixed expression of pro-inflammatory and anti-inflammatory genes over time. **a** Scatter plot of log2 fold changes between day 5 and 14 in macrophage gene expression detected by RNASeq (FPKM > 5) and NanoString panel. Linear regression and 95% CI are shown. **b**, **c** Differences in gene expression on NanoString panel between days 3 and 5, and 5 and 14 expressed as volcano plots. *P* values for NanoString data for 90 genes were obtained from nSolver software, with the false discovery rate (FDR) corrected level of significance (dotted line). Significance set at *p* < 0.05. Macrophages were sorted from sciatic nerves of BALB/cJ mice that were transected and repaired with an empty conduit 3, 5, or 14 days before harvest. Different mice were used for RNASeq and NanoString (*n* = 3 and 5 per time point)

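Itgax, which encodes the integrin CD11c, rose from 10.4 ± 6.81 FPKM on day 5 (mean ± SD, n = 3) to 102 ± 96.4 on day 14 (n = 2, log2FC 3.31, SE 0.63, edgeR adjusted p = 0.0253). The chemokine gene Cxcl14 rose from 7.01 ± 1.07 to 23.9 ± 17.9 FPKM (edgeR, 1.79, SE 0.38, adjusted p = 0.0365). Areg, the gene of the growth factor amphiregulin, fell from 26.7 ± 2.38 to 10.7 ± 1.59 FPKM (edgeR, −1.31, SE 0.19, adjusted p = 0.0134). Mmp27, a matrix metalloproteinase gene, fell from 12.2 ± 1.14 to 2.82 ± 1.91 FPKM (edgeR, −2.13, SE 0.41, adjusted p = 0.0268). Of the 18 genes labelled in Fig. 2a, 5 rose in the RNASeq libraries (Cxcl12, Cxcl13, Cxcl14, Fgfr1 and Itgax) and 8 fell, Nrg1 and Saa3 among them. S100a9, Birc5, Chi3l1, Mmp13 and Cd300e did not pass the edgeR adjusted p. Without day 5 replicates 1, 2 and 3, 2, 2 and 1 of the labelled genes rose and 4, 4 and 3 fell, and without day 14 replicate 2 or either day 28 library 3 rose. The edgeR call of Itgax is lost without day 5 replicate 1 or 3, day 14 replicate 2 (log2FC 1.72) or day 28 replicate 1 or 2 (adjusted p = 0.0964, 0.0907, 0.0659, 0.0546 and 0.0572). That of Cxcl14 is lost without any 1 day 5 library or day 28 library (edgeR adjusted p = 0.0663 to 0.123) or without day 14 replicate 2 (0.0868, log2FC 0.69). That of Areg is lost without day 5 replicate 3 (0.0571) and that of Mmp27 without any 1 day 5 library (0.0750 to 0.0869). In this interval 9 fibroblast markers other than collagens and Thy1 had a median log2FC of 1.39, with 0 past the edgeR adjusted p, and 0.521 without day 14 replicate 1.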

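Nos2, which encodes inducible nitric oxide synthase, was at 6.56 ± 3.83 FPKM on day 5 (mean ± SD, n = 3), 1.05 ± 1.37 on day 14 (n = 2) and 0.0719 ± 0.0341 on day 28 (n = 2), with 7 fragments in each day 28 library. It fell from day 5 to day 28 (log2FC −6.61, SE 1.23, edgeR adjusted p = 0.00924), a call lost without day 28 replicate 1 or 2 (adjusted p = 0.116 and 0.0610). Between days 14 and 28 its log2FC was −3.94 (SE 1.33, edgeR adjusted p = 0.277). That value was −0.34 without day 14 replicate 1 and −4.93 without day 14 replicate 2 (0.00391). Nos2 lies on chromosome 11 from 78920787 to 78960254 (plus strand). Il12b, the gene of IL-12p40, had 0.594 ± 0.446, 0.380 ± 0.177 and 1.04 ± 0.00747 FPKM. Its log2 fold changes were −0.64 from day 5 to day 14 (edgeR adjusted p = 0.618) and 0.83 from day 5 to day 28 (0.408). Il12b lies on chromosome 11 from 44400063 to 44414033 (plus strand).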

While Ydens et al. [30] found no expression of the classical macrophage markers Nos2 and IL-12p40 in whole nerve lysates of the distal nerve stump up to 14 days after axotomy, we found that some IFNγ-regulated (M1) genes, such as Nos2, were initially highly expressed in macrophages isolated from the regenerative bridge and then declined from 5 to 28 days. Retnla expression increased throughout the time course, whereas Chi3l3 and Arg1 decreased from days 5 to 14 and then partially rebounded by day 28.

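On day 28 Retnla was at 73.1 ± 31.6 FPKM (mean ± SD, n = 2), Arg1 at 329 ± 82.2 and Chi3l3 at 7.18 ± 5.05. From day 14 to day 28 the log2 fold changes were −0.24 for Retnla (SE 0.38, edgeR adjusted p = 0.835), 0.41 for Arg1 (0.22, 0.496) and 0.70 for Chi3l3 (0.65, 0.707). Retnla was 0.33 without day 14 replicate 1 and 0.13 without day 28 replicate 2, and Chi3l3 −0.27 without day 28 replicate 2. Against day 5, Retnla rose by 3.85 (SE 0.39, edgeR adjusted p = 9.3e-04) and Arg1 fell by 1.35 (SE 0.21, 0.00485) on the log2 scale. Chi3l3 was at −0.31 (SE 0.58, edgeR adjusted p = 0.755), with 0.21 and 0.30 without day 5 replicate 2 and day 28 replicate 1.

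**Figure D2:**
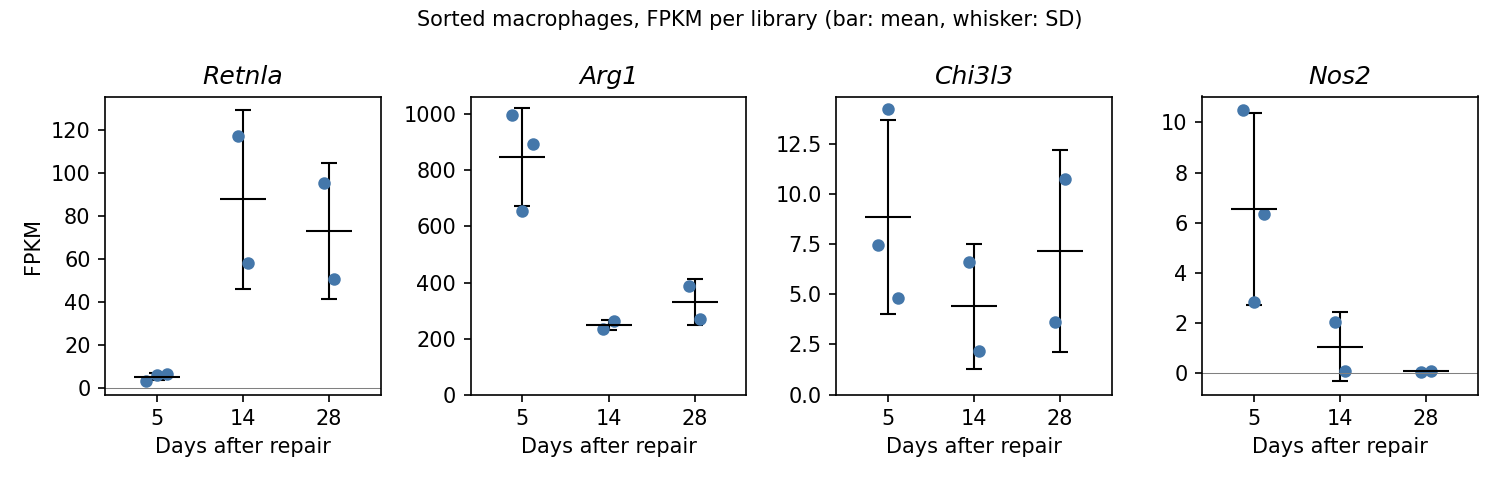
FPKM of Retnla, Arg1, Chi3l3 and Nos2 in each library on days 5, 14 and 28, with the mean (bar) and SD (whisker) of each day (n = 3, 2 and 2).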

### Ifngr1 or Il4ra deletion profoundly alter survival after endotoxin challenge

Our RNASeq/IPA data identified IFNɣ and IL4 as key regulators of macrophage phenotype in injured peripheral nerve. To further investigate this finding, we selected three mouse strains with global deletions for receptors of cytokines that control macrophage phenotype, namely *Ifngr1*^−/−^, *Il4ra*^−/−^, and *Il10rb*^−/−^, and first characterized their global inflammatory response and macrophage phenotypes. We first used a model of endotoxemia by intraperitoneal LPS injection. Mice with a less pro-inflammatory (Th1/M1) immune response are expected to have longer survival in this model. *Ifngr1* knockout reduces the ability of immune cells to respond one of the major pro-inflammatory cytokines, IFNγ, and therefore was expected to confer resistance to endotoxin. In contrast, mice with a stronger pro-inflammatory response or less ability to modulate that response should succumb more quickly. IL4 and IL10 are essential to regulate inflammation, and their knockout strains were, therefore, expected to be more susceptible to endotoxin. The strains performed as expected, with *Ifngr1*^−/−^ mice demonstrating longer survival (*p* = 0.046) and *Il10rb*^−/−^ (*p* < 0.0001) and *Il4ra*^−/−^ (*p* = 0.014) having shorter survival than their background strains (Fig. 3, Additional file 4: Table S3). Additionally, BALB/cJ are known to have a more Th2 biased immune response than C57BL/6J [15, 50–52], so these mice were expected to have better survival than C57BL/6J. The difference in immune phenotype between BALB/cJ and C57BL/6J was expected to be less than that between the three knockout strains and their controls; however, it was enough to detect a difference in survival in this model, with BALB/cJ surviving longer (*p* = 0.031), as anticipated. No differences between sexes were observed.

**Fig. 3:**
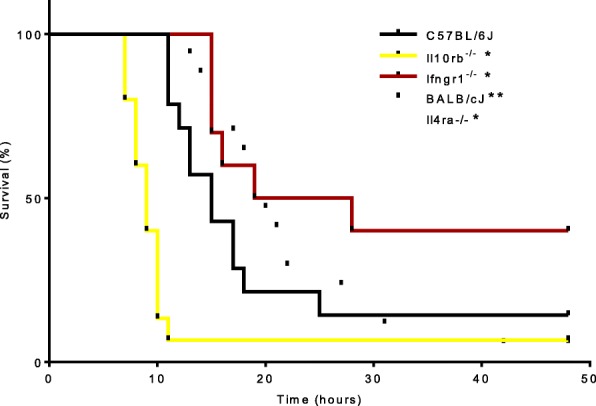
Global deletion of receptors controlling macrophage phenotype profoundly alters survival after endotoxin challenge. Gehan–Breslow–Wilcoxon survival analysis of mice administered 50 mg/kg LPS i.p. and euthanized at the humane endpoint of loss of self-righting reflex or censored at 48 h if still alive. *Ifngr1*^−/−^ mice demonstrate longer survival (*p* = 0.046) and *Il10rb*^−/−^ (*p* < 0.0001) and *Il4ra*^−/−^ (*p* = 0.014) have a shorter survival than corresponding WT. BALB/cJ survived slightly longer than C57BL/6J (*p* = 0.031). *Il10rb*^*−/−*^, and *Ifngr1*^*−/−*^ mice were on a C57BL/6J background; and *Il4ra*^*−/−*^ on a BALB/cJ background. *N* = 10–17/strain. *Significantly different survival from WT; **significantly different survival between WT strains (*p* < 0.05)

### Ifngr1 and Il4ra deletions provide complementary alterations in macrophage phenotype in response to in vitro polarization

The majority of macrophages involved in peripheral nerve repair are monocyte-derived (circulating) macrophages from the myeloid lineage [53, 54] and the distinct resident population is small [6] and less important [55]. To evaluate the effect of in vitro polarization on myeloid-derived macrophages from *Ifngr1*^−/−^, *Il4ra*^−/−^, and *Il10rb*^−/−^ mice, we polarized BMDM with either IFNγ+LPS or IL4. To evaluate plasticity in macrophage phenotype, we also exposed BMDM to each stimulus sequentially. We use the recently recommended nomenclature for describing in vitro macrophage polarization which is “M(stimulating ligand).” For example, cells polarized with IL4 are identified as M(IL4) instead of M2a. Polarization was confirmed using flow cytometric analysis of the commonly used macrophage phenotype markers, Nos2 (upregulated by IFNγ+LPS) and Arg1 (upregulated by IL4). As expected, expression of Nos2 and Arg1 was reduced in the absence of the receptors for a given ligand (Additional file 5: Figure S2). While CD16/32 has been frequently used as a marker of classical activation [56–59], here, we find that it was more robustly stimulated by M(IL4) than M(IFNγ+LPS) (*p* < 0.0001, Additional file 5: Figure S2). However, *Ifngr1*^−/−^ BMDM showed the most dramatic increase in CD16/32 MFI, suggesting that IFNγ signaling may modulate the effect of LPS on CD16/32 expression. The myeloid lineage marker, CD11b, showed no clear pattern of response to stimulation, with minimal differences between strains.

We then used NanoString gene expression analysis [43, 44] to expand the phenotypic description of these macrophages, because single activation markers provide an incomplete description of macrophage phenotype and because some markers can be expressed in multiple phenotypes. For example, Arg1 is expressed in some M(IFNγ+LPS) cells (Additional file 5: Figure S2a). The panel was designed to include macrophage activation markers across multiple phenotypes.

Low or absent expression of non-macrophage cell lineage markers, including Cd3e (T cells), S100b and Gfap (Schwann cells), Cd19 (B cells), and Thy1.2 (fibroblasts), confirmed the specificity of the sort. Because the panel was designed to focus on markers of activation, M(−) cells were characterized by low expression of the majority of genes in the panel. The following genes were not expressed above background in the *Ifngr1*^−/−^, *Il10rb*^−/−^, and C57BL/6J group: Alox15, Cd19, Ccl1, Ccl11, Ccl17, Ccl20, Egf, Fgf1, Fgf2, Gfap, Il5, Il10, Il23p19, Ly6g, Rtn4r, Ntf3, Ntf5, S100b, Thy1.2, Lama5, and Ngfr. The following genes were not expressed above background in the *Il4ra*^−/−^ and BALBc/J group: Alox15, Bdnf, Cd19, Ccl1, Ccl11, Ccl20, Egf, Fgf2, Gfap, Il5, Il10, Il23p19, Ly6g, Rtn4r, Ntf3, Ntf5, S100b, Thy1.2, Lama5, and Ngfr.

Clustering analysis was performed on the NanoString data by both gene and strain-stimulation (Fig. 4). Specific genes in each cluster are reported in Additional file 6: Table S4. Clustering by strain-stimulation showed that M(−) and M(IL4) gene expression profiles tended to cluster together (row cluster S1, Fig. 4a, b), while M(IFNγ+LPS) formed a distinct cluster (row cluster S2, Fig. 4a, b). For the *Ifngr1*^*−/−*^, *Il10rb*^*−/−*^, and C57BL/6J group (Fig. 4a), column clusters 1a–3a represent genes that are highly expressed in M(IL4). Cluster 1a genes, including Cxcl13, Itgam, and Il17a*,* were also upregulated in *Ifngr1*^*−/−*^ M(IFNγ + LPS), suggesting they can be upregulated by LPS in the absence of IFNγ signaling. Cluster 2a genes were also highly expressed in M(−) macrophages and included many genes that are commonly associated with a pro-regenerative/M2 phenotype such as Cd163, Mrc1 (a.k.a CD206), and Tgfb (cluster 2a, Fig. 4a). This is consistent with prior reports that macrophages in an adherent culture with M-CSF develop a somewhat M2-like phenotype [60, 61]. Cluster 3a genes were only expressed highly in the M(IL4) group and included M2 phenotype markers such as Chil3 and Retnla. In contrast, clusters 4a and 5a represent genes that were highly expressed in M(IFNγ + LPS). Cluster 4a genes were also upregulated in *Ifngr1*^*−/−*^ M(IFNγ + LPS) compared to M(−), suggesting LPS alone was adequate to stimulate their expression to some degree. These included Stat1, Il1a, Tnf, Ccr7, Cxcl9, Il12b, Il6, and Nos2. While Ccr7, Cxcl9, Il12b, Il6, and Nos2 were upregulated in *Ifngr1*^*−/−*^ M(IFNγ + LPS) compared to M(−), it was to a significantly lesser degree than in C57BL/6J and *Il10rb*^*−/−*^ M(IFNγ + LPS). Cluster 5a genes were not upregulated in *Ifngr1*^*−/−*^ M(IFNγ + LPS), suggesting IFNγ signaling is required for their upregulation. These included Cd86, Stat3, Vegfa, and Cd80. Overall, *Il10rb*^−/−^ showed no difference from wild-type in any polarization condition (Fig. 4a), and *Ifngr1*^−/−^ mice demonstrated reduced expression of pro-inflammatory genes that are stimulated by IFNγ, such as Nos2, Ccr7, Cxcl9, Il12, and Il6, compared to WT after stimulation with IFNγ+LPS, but demonstrated minimal alteration in response to IL4 stimulation compared to WT (Fig. 4a).

**Fig. 4:**
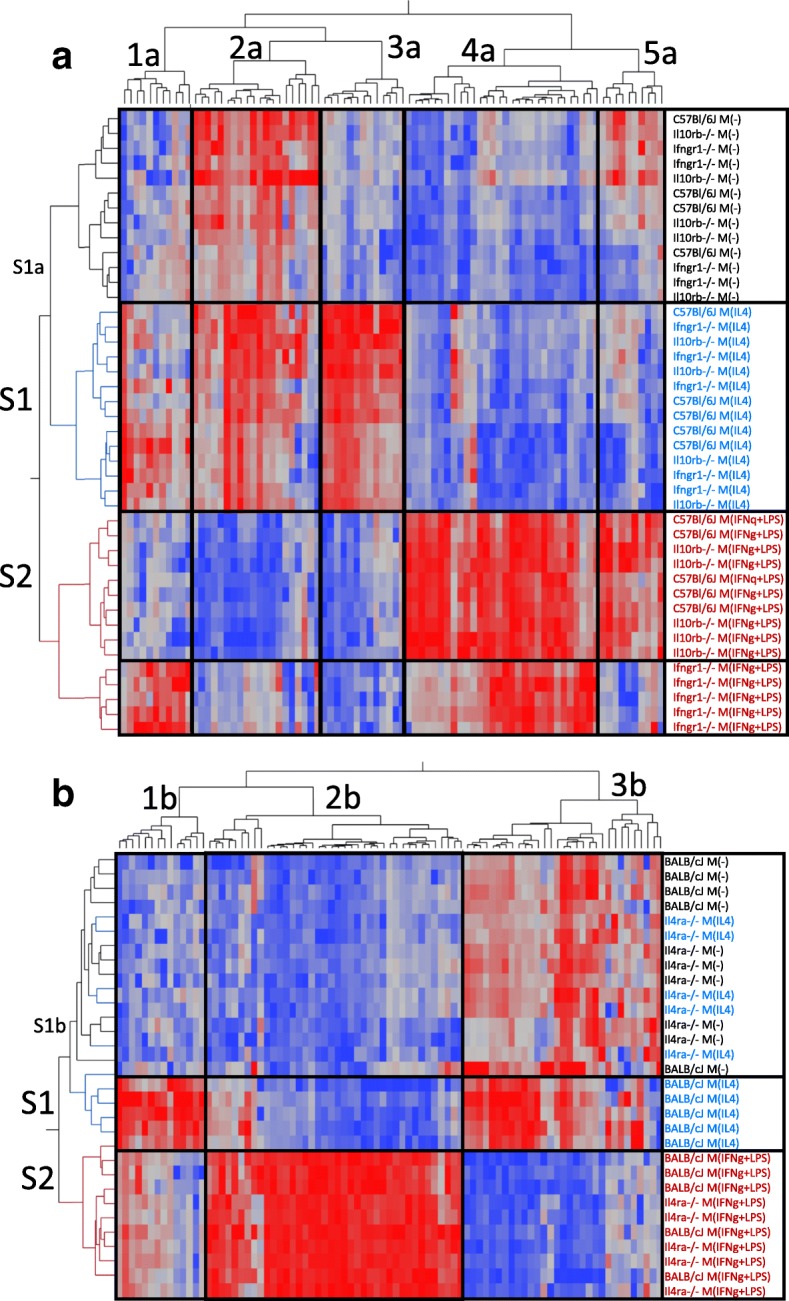
M(−) BMDM show moderate to high expression of genes that are commonly associated with a pro-regenerative/M2 phenotype. Cluster analysis of log transformed gene expression data from BMDM that were stimulated in vitro with polarizing ligands IL4 or IFNγ+LPS. Three transgenic mouse strains and their background WT strains were compared. Clustering was performed separately by background strain. In both groups, M(−) BMDM expressed many genes that are classically considered pro-regenerative or M2 (**a**, cluster 2; **b**, cluster 3). **a** *Ifngr1*^−/−^ showed a distinct pattern of gene expression after IFNγ+LPS stimulation, but *Il10rb*^−/−^ showed no difference from WT. **b** *Il4ra*^−/−^ did not respond to IL4 stimulation and *Il4ra*^−/−^ M(IL4) clustered with WT M(−). *n* = 4–5/group

For the *Il4ra*^*−/−*^ and BALB/cJ group (Fig. 4b), cluster 1b represented genes that were highly expressed in WT M(IL4) and expressed to a variable degree in M(IFNγ+LPS), which largely corresponds to cluster 3a in the *Ifngr1*^−/−^ group (Fig. 4a). Cluster 1b genes included M2 markers such as Arg1, Chil3, and Retnla. Cluster 2b (Fig. 4b) represented genes that were upregulated in M(IFNγ+LPS), corresponding to clusters 4a and 5a in the *Ifngr1*^−/−^ group (Fig. 4a). Cluster 3b represented genes that were expressed in M(−) were either up- or downregulated in WT M(IL4), and were downregulated in M(IFNγ+LPS) (Fig. 4b). These corresponded largely to cluster 2a in the *Ifngr1*^−/−^ group (Fig. 4a). *Il4ra*^−/−^ mice showed no response to IL4 stimulation and *Il4ra*^−/−^ M(IL4) clustered with WT and *Il4ra*^−/−^ M(−) in row cluster S1b (Fig. 4b). *Il4ra*^−/−^ mice had minimal to no alteration in response to IFNγ+LPS stimulation compared to WT (row cluster S2, Fig. 4b).

In summary, mice with Ifngr1 and Il4ra deletions showed orthogonal alterations in macrophage phenotype in response to in vitro polarization (Fig. 5), thereby representing possibly useful models for studying the effects of macrophage polarization on nerve regeneration.

**Fig. 5:**
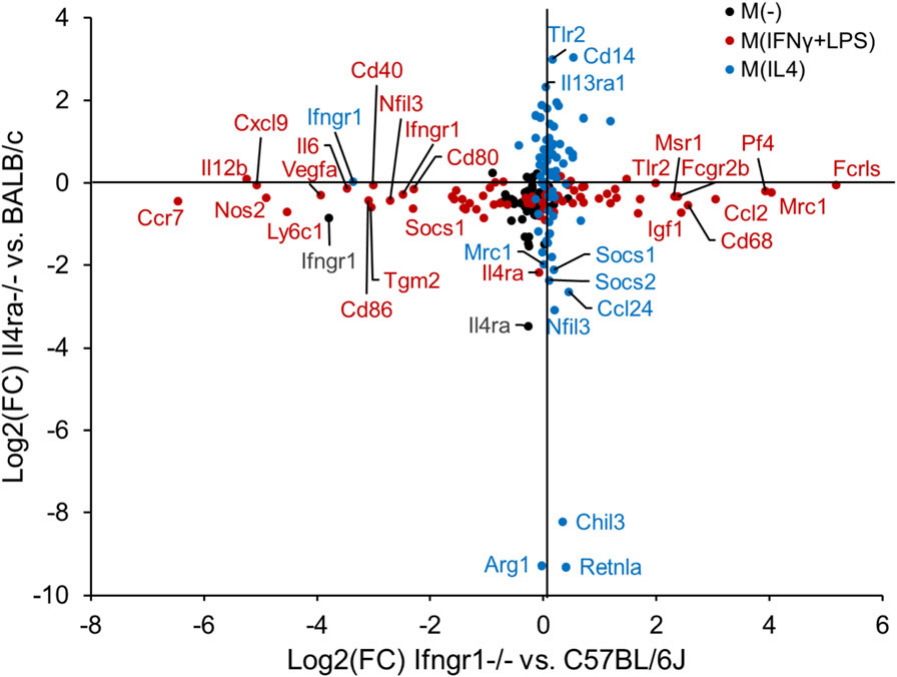
*Il4ra*^*−/−*^ and *Ifngr1*^*−/−*^ provide orthogonal alterations in macrophage phenotype in response to in vitro polarization. Gene expression Log2(fold change) over the control strain for *Il4ra*^*−/−*^ and *Ifngr1*^*−/−*^ BMDM under 3 polarization conditions: M(−), M(IL4), and M(IFNγ+LPS). *Ifngr1*^*−/−*^ macrophages demonstrate reduced expression of pro-inflammatory, or M1, markers compared to wild-type after stimulation with IFNγ+LPS, but have minimal to no alteration in response to IL4 stimulation. *Il4ra*^*−/−*^ mice have marked reduction in the classical M2 markers Arg1, Chil3, and Retnla after IL4 stimulation, with no difference in response to IFNγ+LPS stimulation. *n* = 4–5/group

### Increased expression of growth factors is not limited to the M(IL4) phenotype

M2-like macrophages are often referred to as pro-regenerative and are associated with improved wound healing and tissue regeneration [1]. This is frequently attributed to increased production of growth factors, especially those regulating angiogenesis [1, 62–67]; however, this is controversial. There is increasing evidence that pro-inflammatory macrophages, which often predominate in early stages of tissue injury and repair [64, 65, 68, 69], are essential for the initiation of angiogenesis and attraction and proliferation of precursor cells required for repair [68–71]. We investigated expression of growth and angiogenic factors known to be important in nerve repair. Approximately half were upregulated by IL4 and half were upregulated by IFNγ+LPS (Fig. 6). We found increased Vegfa expression in M(IFNγ+LPS) which is consistent with many reports that pro-inflammatory macrophages produce more VEGF [69, 70, 72–74]. Reports surrounding PDGFb expression have been conflicting, with reports of both increased expression with alternative activation [69], and, conversely, with pro-inflammatory stimulation [75, 76]. We found PDGFb was downregulated by IL4 stimulation. Major neurotrophic factors, such as IGF1, IGF2, NGF, BDNF, NT-3, and NT-4/5 can be produced by macrophages [77–79] and are greatly upregulated in peripheral nerve injury, often concurrent with the influx of macrophages [80, 81]. We included these factors in our gene expression panel to determine whether IL4 or IFNɣ+LPS stimulation could directly induce macrophages to express neurotrophins. Igf1 was markedly downregulated by IFNɣ+LPS polarization, and Igf2 expression was markedly increased with IL4 stimulation (Fig. 6). Brain-derived neurotrophic factor (BDNF) was increased by IFNɣ+LPS stimulation; whereas hepatocyte growth factor (HGF) was reduced. NGF and CNTF expression was not affected. GDNF, NT3, and NT5 were not consistently expressed above the detection limit of the assay and, when expressed, did not show consistent response to stimulation between the control strains. It is possible that local environmental factors, such as exposure to myelin or oxidized galectin-1, are required to drive more robust expression of some neurotrophic factors [79, 82].

**Fig. 6:**
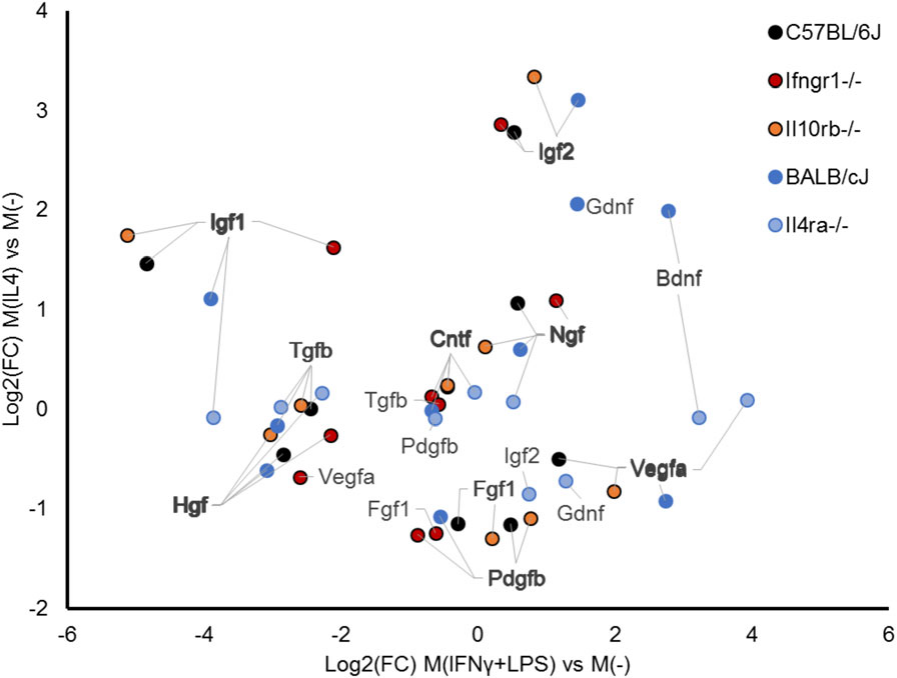
Macrophage phenotype influences gene expression of neurotrophic and growth factors relevant to peripheral nerve repair. Pro-inflammatory macrophages have higher expression of pro-angiogenic growth factors: Vegfa is consistently upregulated by IFNγ+LPS stimulation, while Pdgfb is downregulated by IL4 stimulation. Insulin-like growth factors, Igf1 and Igf2 are upregulated by IL4. Plot of gene expression Log2(fold change) over the unstimulated M(−) condition for BMDM of 5 strains of mice exposed to IL4 or IFNγ+LPS stimulation. *n* = 4–5/group

### Effect of Il4ra and Ifngr1 deletion on macrophage gene expression and neural regeneration after sciatic nerve transection

Based on the above data, *Ifngr1* and *Il4ra* deleted mouse strains were selected to investigate the effects of macrophage polarization on sciatic nerve regeneration. Sciatic nerves were transected and repaired as before, and macrophages were isolated from the regenerative bridge within the conduit by FACS. Macrophages from *Il4ra*^−/−^ mice had significantly higher expression of Pak1, part of the VEGF/angiogenesis pathway, at all time points (days 3, 5, and 14) compared to WT controls (Fig. 7a). Effects were more pronounced at earlier time points. Mice with global *Ifngr1*^*−/−*^ deletion had significantly lower expression of Col1a2, Cx3cr1, and Pdgfb which are all known to be important in peripheral nerve repair [66, 83, 84]. Effects were more pronounced at day 3 compared with day 5 (Fig. 7b). Overall, the effect of genotype on macrophage gene expression at the site of peripheral nerve injury in vivo was reduced compared to the effect seen in vitro.

**Fig. 7:**
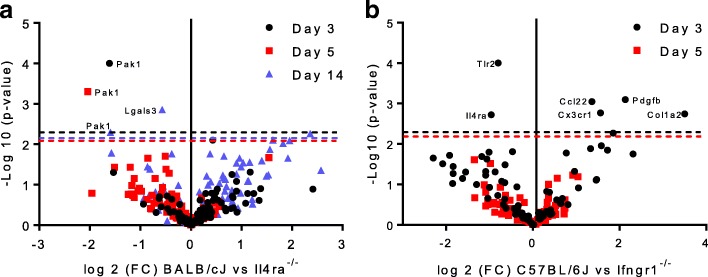
*Il4ra*^*−/−*^ and *Ifngr1*^*−/−*^ produce minimal changes in macrophage gene expression in injured nerve. **a** Macrophages from *Il4ra*^−/−^ mice had significantly higher expression of Pak1, part of the VEGF/angiogenesis pathway, at all time points (days 3, 5, and 14) compared to WT controls. **b** *Ifngr1*^*−/−*^ causes reduced expression of Col1a2, Pdgfb and Cx3cr1 (the receptor for fractaline), which are all known to be important in peripheral nerve repair. Volcano plot of NanoString data comparing the fold difference in macrophage gene expression between *Il4ra*^−/−^ mice and *Ifngr1*^*−/−*^ with WT at key time points after sciatic nerve repair. *P* values were obtained from nSolver software, with the false discovery rate corrected level of significance indicated by the horizontal dotted line. Significance set at *p* < 0.05

The effect of these genotypes on regeneration was examined through retrograde labeling of motor neurons, and through cranial tibial muscle weight at 8 weeks after injury. For this purpose, a myeloid-specific *Ifngr1*^*Lys2Cre fl/fl, cre/−*^ mouse had been developed and was used. No myeloid specific Il4ra knockout was available at the time and the global knockout was used. Although, some changes in macrophage gene expression had been identified with the global knockouts, myeloid-specific deletion of Ifngr1 and global deletion of Il4ra did not produce significant differences in standardized cranial tibial muscle weights or the number of retrograde-labeled motor neurons 8 weeks after injury (Fig. 8). Myeloid-specific *Ifngr1* ^*fl/fl, cre/−*^ were compared to litter-matched *Ifngr1*^*fl/fl,−/−*^ controls. No effect of sex was detected.

**Fig. 8:**
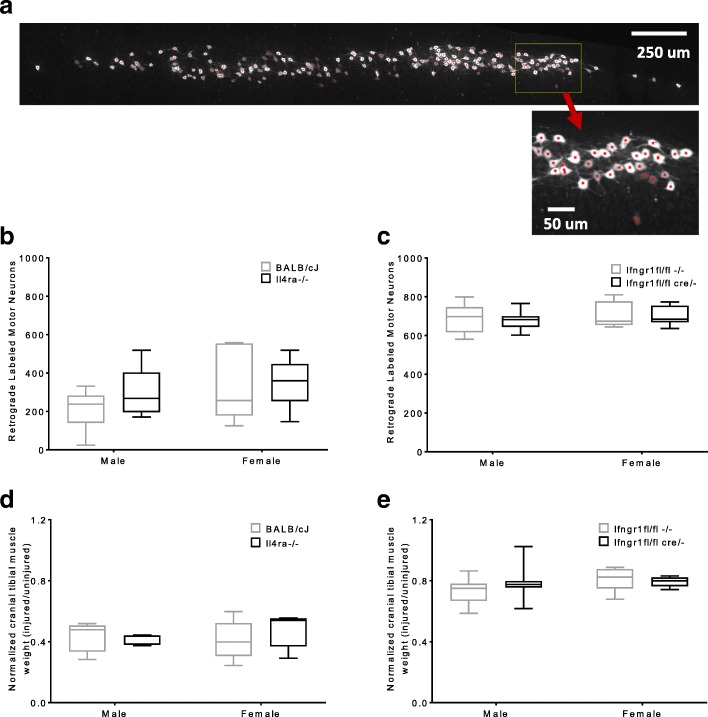
Deletion of Il4ra or Ifngr1 does not alter the quality of reinnervation. A representative image of a retrograde labeled spinal cord in shown (**a**) with red dots denoting counted cells. The total number of retrograde labeled motor neurons per mouse 8 weeks after sciatic nerve transection and repair are shown (**b**, **c**). Il4ra^−/−^ and control BALB/cJ mice underwent sciatic transection and empty conduit repair with a 3 mm gap (**b**). Ifngr1^fl/fl cre/−^ and control mice underwent sciatic transection and direct coaptation (**c**). The cranial tibial muscle weights of the injured limb normalized to the contralateral limb 8 weeks after sciatic nerve transection and repair are shown (**d**, **e**). No differences were detected between strains or sexes. *n* = 6/sex/strain, except male Ifngr1^fl/fl cre/−^ and control (*n* = 18 each). ANOVA (*p* > 0.05)

## Discussion

We developed an approach to isolate macrophages from peripheral nerve and characterize temporal changes in gene expression using RNA sequencing confirmed by a digital bar coded panel of 90 genes that are differentially expressed during peripheral nerve repair. We provide the first description of macrophage gene expression over time after nerve injury. RNASeq data and NanoString data showed that IL4 and IFNγ signaling pathways play pivotal roles in macrophage phenotype 5–28 days after nerve injury and that there is an early pro-inflammatory response that declines over time.

The application of causal network analysis (IPA) to RNASeq data from macrophages isolated from injured peripheral nerve allowed identification of changes in key upstream regulators of macrophage phenotype over time including IL4, IFNγ, TNF, and STAT3 [15, 17]. It also identified changes in key pathways over time including granulocyte and agranulocyte adhesion and diapedesis, angiogenesis and dendritic cell maturation. Traditionally, interpretation of high-throughput gene-expression data has been performed using statistical gene-set-enrichment methods where differentially expressed genes are intersected with sets of genes that are associated with a particular biological function or pathway [85]. A more recent approach involves the application of causal networks that integrate previously observed cause–effect relationships reported in the literature. While still depending on statistics, this is more powerful than gene-set enrichment as it leverages knowledge about the direction of effects rather than mere associations [46, 86, 87]. This causal network analysis is based on a large structured collection of observations in various experimental contexts with nearly five million findings manually curated from the biomedical literature or integrated from third-party databases. The network contains ~ 40,000 nodes that represent mammalian genes and their products, chemical compounds, microRNA molecules and biological functions. Nodes are connected by ~ 1,480,000 edges representing experimentally observed cause–effect relationships that relate to expression, transcription, activation, molecular modification, and transport as well as binding events. Network edges are also associated with a direction of the causal effect, i.e., either activating or inhibiting [46].

This study also provides a standardized description of the effects of endotoxin exposure in vivo and macrophage stimulation in vitro across a range of mouse strains commonly used to manipulate macrophage phenotype. This is the first report directly comparing the response of these mouse strains to lethal endotoxin injection. Reported survival times and lethal doses of i.p. endotoxin vary widely [88–97], preventing useful comparison between strains that are not examined concurrently. The reported variability may be partly related to endotoxin preparation and handling, as LPS rapidly binds plastics and the actual dose administered can be less than calculated. All mice used in this experiment were injected with the same batch of endotoxin, prepared simultaneously, and administered in a block randomized pattern, to minimize any variability in endotoxin concentration. This allows accurate comparison of the strains and description of their susceptibility to endotoxemia. In the LPS model of sepsis, there was markedly reduced survival in the *Il10rb*^−/−^ mice, which is consistent with findings in IL10 deficient mice [88], but which has not been previously reported.

*Ifngr1*^−/−^ and *Il4ra*^−/−^ mice provide complementary alterations in macrophage phenotype that could be useful in studying the effect of macrophages on various pathologic and regenerative processes. As expected, *Ifngr1*^−/−^ mice showed reduced polarization toward an M1-like phenotype when stimulated with IFNγ+LPS. Because this stimulation condition included LPS, the phenotype achieved in these cells was distinct from M(−) as well as from M(IFNγ+LPS) in wild-type mice. These two strains of mice provide non-overlapping alterations in macrophage phenotype that could be useful in studying the biological influence of macrophage phenotype or response to treatment with either cytokine.

In this study, we demonstrate the effect of macrophage polarization on expression of several growth factors known to be important in nerve injury, and show that pro-inflammatory as well as alternatively activated macrophages express these factors. Macrophage depletion has been shown to cause reduced angiogenesis, while exogenous addition of macrophages promotes angiogenesis [66, 98–100]. We show that pro-inflammatory stimulation of macrophages could enhance this effect because Vegfa was consistently increased by IFNɣ+LPS stimulation; while Pdgfb was consistently downregulated by IL4 stimulation. Neurotrophins are also crucial to the process of axonal regrowth and have been investigated as therapeutic targets [101–104]. M(IFNɣ+LPS) macrophages showed higher expression of Bdnf, while M(IL4) macrophages showed higher expression of Igf1, Igf2, and Hgf than M(IFNɣ+LPS) macrophages. Together these data suggest that alteration of macrophage phenotype may offer a therapeutic target mediated by altered angiogenesis or neurotrophin expression.

Despite the promising findings regarding the role of IFNɣ and IL4 signaling in peripheral nerve regeneration, we did not find a difference in quality of final regenerative outcome of mice with deletion in receptors for either cytokine. The number of motor neurons that regenerate axons across an injury site is one measure of the quality of regeneration, with greater numbers of regenerated neurons corresponding to improved fine motor control. Cranial tibial muscle weight was used as a proxy for functional recovery, with weights closer to the contralateral limb indicating greater recovery from denervation atrophy. In this study, we evaluated outcome at 8 weeks after injury, at which point mice are often maximally repaired, and we found no difference between the groups. It is possible that differences in rate of regeneration could be observed at earlier time points, or that supraphysiologic addition of exogenous cytokines could have greater effect than receptor deletion models. These are areas for future investigation.

## Conclusions

Overall, this study provides a framework to evaluate gene expression in macrophages over time at the site of peripheral nerve injury and defines the effects of specific deletions for genes that control macrophage phenotype in the context of peripheral nerve repair. This methodology provides a broader and more precise assessment of changes in macrophage gene expression at the site of nerve injury than has been previously commonly used. We also specifically assess gene expression in isolated macrophage populations rather than whole nerve lysates. Prior approaches emphasizing a small number of markers to describe a complex spectrum of macrophage activation may lead to differing conclusions dependent on which markers are chosen [15, 22]. For instance, reliance on Retnla vs. Arg1 as single markers would give opposing conclusions regarding the alternative activation status of the macrophages in these in vivo experiments. Assessing changes in macrophage gene expression in an in vivo system is important because manipulations of BMDM in vitro using ligands designed to produce extremes in polarization do not necessarily reflect changes in the context of the extracellular matrix environment and other cell types.

## Additional files

Additional file 1: **Table S1.** Excitation and detection settings for antibodies and conjugates used.

Additional file 2: **Figure S1.** Sorting strategy for macrophage isolation from injured nerve (a) or cell culture (b). Cells were isolated from regenerative bridges and identified as F4/80+, CD14+, CD16/32+ and CD11b+. Gates for activation markers were set by the fluorescence minus one controls such that < 1% of events were positive. (JPG 67 kb)

Additional file 3: **Table S2.** NanoString gene expression panels for in vitro and in vivo experiments

Additional file 4: **Table S3.** Survival after intraperitoneal endotoxin injection^1^. 1 Survival times of 5 mouse strains exposed to 50 mg/kg LPS I.P. Gehan–Breslow–Wilcoxon test and Mantel–Haenszel hazard ratios were calculated in GraphPad Prism. *Ifngr1*^*−/−*^ and *IL10rb*^*−/−*^ were compared to their background strain C57BL/6J. Il4ra^−/−^ were compared to their background strain, BALB/cJ. C57BL/6J were compared to BALB/cJ.

Additional file 5: **Figure S2.** In vitro stimulation of BMDM with IFNγ+LPS or IL4 resulted in differentiation into classically activated and alternatively activated macrophage phenotypes, respectively. Cross-polarization, with each stimulus delivered sequentially, resulted in intermediate phenotypes, demonstrating macrophage plasticity. Representative dot plots of cultured BMDM from (a) an *Ifngr1*^*−/−*^ mouse (red) compared to a C57BL/6J mouse (black) under M(IFNγ+LPS) stimulation condition and from (b) an*Il4ra*^*−/−*^ mouse (blue) compared to a BALB/cJ mouse (black) under M(IL4) stimulation condition with an inset histogram of the same data.Nos2 and Arg1 expression of WT strains confirm polarization to M(IFNγ+LPS) and M(IL4). (c) Median fluorescent intensity (MFI) of BMDM macrophages in the CD11b + CD16/32+ macrophage gate when exposed to 5 stimulation conditions. CD16/32 was more robustly stimulated by M(IL4) than M(IFNγ+LPS) (*p* < 0.0001). However, *Ifngr1*^−/−^ BMDM showed the most dramatic increase in CD16/32 MFI, suggesting that IFNγ signaling may modulate the effect of LPS on CD16/32 expression. CD11b showed no clear pattern of response to stimulation, with minimal differences between strains. BALB/cJ and *Il4ra*^*−/−*^ were analyzed separately, and Tukey groups are indicated by letters/numbers. Groups with the same letter or number are not significantly different. Significance was determined by linear mixed effect model with Tukey post-hoc comparison within stimulation. Significance was set as *p* < 0.05. *n* = 5 mice/strain. nd, no significant difference. (JPG 33 kb)

Additional file 6: **Table S4a.** Gene expression of bone marrow-derived macrophages from 3 mouse strains under 3 in vitro stimulation conditions. Log transformed mRNA transcript count mean +/−standard deviation & Tukey letters from linear mixed effect model with mouse as a random effect and an interaction term of strain*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction. *p* value for the interaction term is displayed. **Table S4b.** Gene expression of bone marrow-derived macrophages from 2 mouse strains under 3 in vitro stimulation conditions. Log transformed mRNA transcript count mean +/−standard deviation & Tukey letters from linear mixed effect model with mouse as a random effect and an interaction term of strain*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction.

## Abbreviations

BMDM: Bone marrow-derived macrophages
DE: Differential expression
FACS: Fluorescence activated cell sorting
IPA: Ingenuity pathway analysis
MFI: Median fluorescent intensity
RNASeq: RNA sequencing
SC: Schwann cells
WT: Wild type

# Supplementary material for: Temporal changes in macrophage phenotype after peripheral nerve injury
**Source:** J Neuroinflammation. 2018 Jun 15;15:185. doi: 10.1186/s12974-018-1219-0
**Supplement:** Supplementary file 1 — Table S1. Excitation and detection settings for antibodies and conjugates used.

**Supplemental Table 1:** Excitation and detection settings for antibodies and conjugates used.

| <b>Antibody target</b>                                        | <b>Conjugate</b> | <b>Excitation laser (nm)</b> | <b>Emission Filters (nm)</b> | <b>Mirror</b> |
|---------------------------------------------------------------|------------------|------------------------------|------------------------------|---------------|
| <b>CD11b</b>                                                  | Pacific Blue     | 405                          | 450/50                       |               |
| <b>Zombie aqua</b>                                            | n/a              | 405                          | 525/50                       | 495LP         |
| <b>CD16/32</b>                                                | BV605            | 405                          | 585/42                       | 570LP         |
| <b>Arg1, CD14</b>                                             | PE               | 532                          | 575/25                       |               |
| <b>Propidium Iodide</b>                                       | n/a              | 532                          | 660/20                       | 640LP         |
| <b>F4/80</b>                                                  | PE-Cy7           | 532                          | 780/40                       | 740LP         |
| <b>Nos2, Ly6G, Siglec F, CD19, CD3e, Thy1.2, Ter119, CD31</b> | APC              | 633                          | 660/20                       |               |

# Supplementary material for: Temporal changes in macrophage phenotype after peripheral nerve injury
**Source:** J Neuroinflammation. 2018 Jun 15;15:185. doi: 10.1186/s12974-018-1219-0
**Supplement:** Supplementary file 3 — Table S2. NanoString gene expression panels for in vitro and in vivo experiments

Supplemental table 2: NanoString gene expression panels for *in vitro* and *in vivo* experiments

|                   | In vitro panel | In vivo panel | gene name                                           |
|-------------------|----------------|---------------|-----------------------------------------------------|
| genes of interest | Acta2          |               | smooth muscle actin                                 |
|                   | Adgre1         | Adgre1        | adhesion G protein-coupled receptor Eq, a.k.a F4/80 |
|                   | Alox15         | Alox15        | arachidonate 15-lipoxygenase                        |
|                   | Arg1           | Arg1          | arginase 1                                          |
|                   |                | Areg          | amphiregulin                                        |
|                   |                | Birc5         | baculoviral IAP repeat containing 5                 |
|                   | Bdnf           |               | brain derived neurotrophic factor                   |
|                   |                | Card11        | caspase recruitment domain family member 11         |
|                   | Ccl1           |               | C-C motif chemokine ligand 1                        |
|                   | Ccl11          | Ccl11         | C-C motif chemokine ligand 11                       |
|                   | Ccl17          | Ccl17         | C-C motif chemokine ligand 17                       |
|                   | Ccl2           | Ccl2          | C-C motif chemokine ligand 2                        |
|                   | Ccl20          |               | C-C motif chemokine ligand 20                       |
|                   | Ccl22          | Ccl22         | C-C motif chemokine ligand 22                       |
|                   | Ccl24          | Ccl24         | C-C motif chemokine ligand 24                       |
|                   | Ccl3           |               | C-C motif chemokine ligand 3, a.k.a. MIP-1a         |
|                   | Ccl5           | Ccl5          | C-C motif chemokine ligand 5                        |
|                   |                | Ccl7          | C-C motif chemokine ligand 7                        |
|                   | Ccr2           | Ccr2          | C-C motif chemokine receptor 2                      |
|                   | Ccr7           |               | C-C motif chemokine receptor 7                      |
|                   | Cd14           | Cd14          | CD14                                                |
|                   | Cd163          |               | CD163                                               |
|                   | Cd19           | Cd19          | CD19                                                |
|                   | Cd3e           | Cd3e          | CD3e                                                |
|                   |                | Cd300e        | CD300e                                              |
|                   | Cd40           |               | CD40                                                |
|                   |                | Cd51          | CD5 molecule like                                   |
|                   | Cd68           |               | CD68                                                |
|                   | Cd80           |               | CD80                                                |
|                   | Cd86           |               | CD86                                                |
|                   |                | Chil1         | chitinase 3-like 1                                  |
|                   | Chil3          | Chil3         | chitinase 3-like 3                                  |
|                   | Cntf           | Cntf          | ciliary neurotrophic factor                         |
|                   | Col6a1         |               | collagen type VI alpha 1 chain                      |
|                   |                | Col18a1       | collagen type XVIII alpha 1 chain                   |
|                   |                | Col1a1        | collagen type I alpha 1 chain                       |
|                   |                | Col1a2        | collagen type I alpha 2 chain                       |
|                   |                | Col3a1        | collagen type III alpha 1 chain                     |
|                   |                | Cx3cr1        | C-X3-C motif chemokine receptor 1                   |
|                   | Cxcl1          |               | C-X-C motif chemokine ligand 1. a.k.a. KC           |
|                   | Cxcl10         |               | C-X-C motif chemokine ligand 10                     |
|                   | Cxcl11         |               | C-X-C motif chemokine ligand 11                     |
|                   |                | Cxcl12        | C-X-C motif chemokine ligand 12                     |
|                   | Cxcl13         | Cxcl13        | C-X-C motif chemokine ligand 13                     |
|                   |                | Cxcl14        | C-X-C motif chemokine ligand 14                     |
|                   | Cxcl16         | Cxcl16        | C-X-C motif chemokine ligand 16                     |

Supplemental table 2: NanoString gene expression panels for *in vitro* and *in vivo* experiments

|                   | In vitro panel | In vivo panel | gene name                                                             |
|-------------------|----------------|---------------|-----------------------------------------------------------------------|
| genes of interest |                | Cxcl5         | C-X-C motif chemokine ligand 5                                        |
|                   | Cxcl9          | Cxcl9         | C-X-C motif chemokine ligand 9                                        |
|                   |                | Dcstamp       | dendrocyte expressed seven transmembrane protein                      |
|                   | Egf            |               | epidermal growth factor                                               |
|                   | Fcgr2b         |               | Fc fragment of IgG receptor II b, a.k.a. CD32                         |
|                   | Fcgr3          |               | Fc fragment of IgG receptor III, a.k.a. CD16                          |
|                   | Fcrls          |               | Fc receptor-like S, a.k.a. SRAII                                      |
|                   | Fgf1           |               | fibroblast growth factor 1                                            |
|                   | Fgf2           |               | fibroblast growth factor 2                                            |
|                   |                | Fgfr1         | fibroblast growth factor receptor 1                                   |
|                   | Gdnf           | Gdnf          | glial cell derived neurotrophic factor                                |
|                   | Gfap           |               | glial fibrillary acidic protein                                       |
|                   | Hgf            | Hgf           | hepatocyte growth factor                                              |
|                   | Ifng           |               | interferon gamma                                                      |
|                   | Ifngr1         | Ifngr1        | interferon gamma receptor 1                                           |
|                   | Igf1           | Igf1          | insulin like growth factor 1                                          |
|                   | Igf2           |               | insulin like growth factor 2                                          |
|                   | Il10           | Il10          | interleukin 10                                                        |
|                   | Il10ra         |               | interleukin 10 receptor subunit alpha                                 |
|                   |                | Il10rb        | interleukin 10 receptor subunit beta                                  |
|                   | Il12b          | Il12b         | interleukin 12b                                                       |
|                   | Il13ra1        |               | interleukin 13 receptor subunit alpha 1                               |
|                   | Il17a          |               | interleukin 17a                                                       |
|                   | Il1a           | Il1a          | interleukin 1 alpha                                                   |
|                   | Il1b           | Il1b          | interleukin 1 beta                                                    |
|                   | Il1rn          |               | interleukin 1 receptor antagonist                                     |
|                   | Il2            |               | interleukin 2                                                         |
|                   | Il22           |               | interleukin 22                                                        |
|                   | Il23a          |               | interleukin 23 subunit alpha                                          |
|                   | Il27           |               | interleukin 27                                                        |
|                   | Il4ra          | Il4ra         | interleukin 4 receptor alpha                                          |
|                   | Il5            |               | interleukin 7                                                         |
|                   | Il6            | Il6           | interleukin 8                                                         |
|                   | Irf3           | Irf3          | interferon regulatory factor 3                                        |
|                   | Irf4           |               | interferon regulatory factor 4                                        |
|                   | Irf5           | Irf5          | interferon regulatory factor 5                                        |
|                   | Itgam          | Itgam         | integrin subunit alpha M, a.k.a. CD11b                                |
|                   |                | Itgax         | integrin subunit alpha X                                              |
|                   |                | Jun           | Jun transcription factor family                                       |
|                   | Lama5          |               | laminin subunit alpha 5                                               |
|                   | Lamc2          |               | laminin subunit gamma 2                                               |
|                   | Lgals3         | Lgals3        | galectin 3, a.k.a. Mac-2                                              |
|                   | Lif            |               | LIF, interleukin 6 family cytokine, a.k.a. leukemia inhibitory factor |
|                   |                | Ly6a          | lymphocyte antigen 6 complex, locus A                                 |

Supplemental table 2: NanoString gene expression panels for *in vitro* and *in vivo* experiments

|                   | In vitro panel | In vivo panel | gene name                                          |
|-------------------|----------------|---------------|----------------------------------------------------|
| genes of interest | Ly6c1          |               | lymphocyte antigen 6 complex, locus C1             |
|                   | Ly6g           | Ly6g          | lymphocyte antigen 6 complex, locus g, a.k.a. Gr1  |
|                   |                | Ly6i          | lymphocyte antigen 6 complex, locus I              |
|                   | Marco          |               | macrophage receptor with collagenous structure     |
|                   |                | Mmp12         | matrix metalloproteinase 12                        |
|                   |                | Mmp13         | matrix metalloproteinase 13                        |
|                   |                | Mmp27         | matrix metalloproteinase 27                        |
|                   |                | Myd88         | myeloid differentiation primary response 88        |
|                   | Mrc1           | Mrc1          | mannose receptor C-type 1, a.k.a. CD206            |
|                   | Msr1           | Msr1          | macrophage scavenger receptor 1, a.k.a. SRAI       |
|                   | Nfil3          |               | nuclear factor, interleukin 3 regulated            |
|                   | Nfkbiz         | Nfkbiz        | NFkB inhibitor zeta                                |
|                   | Ngf            |               | nerve growth factor                                |
|                   | Ngfr           |               | nerve growth factor receptor. a.k.a. p75NTR        |
|                   | Nos2           | Nos2          | nitric oxide synthase 2                            |
|                   |                | Nrg1          | neuregulin 1                                       |
|                   | Ntf3           |               | neurotrophin 3                                     |
|                   | Ntf5           |               | neurotrophin 5                                     |
|                   |                | Pak1          | p21 (RAC1) activated kinase 1                      |
|                   | Pdgfb          | Pdgfb         | platelet derived growth factor subunit B           |
|                   |                | Pecam1        | platelet and endothelial cell adhesion molecule 1  |
|                   | Pf4            | Pf4           | platelet factor 4, a.k.a. CXCL4                    |
|                   | Pparg          |               | peroxisome proliferator activated receptor gamma   |
|                   |                | Ppbp          | pro-platelet basic protein                         |
|                   | Retnla         | Retnla        | resistin like alpha, a.k.a. Fizz1                  |
|                   | Rtn4r          |               | reticulon 4 receptor, a.k.a. NGR                   |
|                   |                | S100a9        | S100 calcium binding protein A9                    |
|                   | S100b          |               | S100 calcium binding protein B                     |
|                   |                | Saa3          | serum amyloid A3                                   |
|                   | Sbno2          |               | strawberry notch homolog 2                         |
|                   |                | Siglece       | sialic acid binding Ig like lectin E               |
|                   | Siglecf        |               | sialic acid binding Ig like lectin F               |
|                   | Socs1          | Socs1         | suppressor of cytokine signaling 1                 |
|                   | Socs2          |               | suppressor of cytokine signaling 2                 |
|                   | Socs3          | Socs3         | suppressor of cytokine signaling 3                 |
|                   | Stat1          | Stat1         | signal transducer and activator of transcription 1 |
|                   | Stat2          | Stat2         | signal transducer and activator of transcription 2 |
|                   | Stat3          | Stat3         | signal transducer and activator of transcription 3 |
|                   | Stat6          | Stat6         | signal transducer and activator of transcription 6 |
|                   | Tgfb1          | Tgfb1         | transforming growth factor beta 1                  |
|                   | Tgm2           |               | transglutaminase 2                                 |
|                   | Thy1           | Thy1          | Thy1 cell surface antigen, a.k.a. CD90             |
|                   | Tlr1           |               | toll like receptor 1                               |
|                   | Tlr2           | Tlr2          | toll like receptor 2                               |
|                   | Tlr4           | Tlr4          | toll like receptor 4                               |

Supplemental table 2: NanoString gene expression panels for *in vitro* and *in vivo* experiments

|                   | In vitro panel | In vivo panel | gene name                                     |
|-------------------|----------------|---------------|-----------------------------------------------|
| genes of interest | Tlr8           | Tlr8          | toll like receptor 8                          |
|                   | Tnf            | Tnf           | tumor necrosis factor                         |
|                   | Vegfa          | Vegfa         | vascular endothelial growth factor A          |
|                   | Vim            |               | vimentin                                      |
| House-keeping     | Actb           | Actb          | actin beta                                    |
|                   | Ankrd27        | Ankrd27       | ankyrin repeat domain 27                      |
|                   | B2m            |               | beta 2 microglobulin                          |
|                   | Gapdh          | Gapdh         | glyceraldehyde-3-phosphate dehydrogenase      |
|                   | Hmbs           |               | hydroxymethylbilane synthase                  |
|                   | Hprt           |               | hypoxanthine phosphoribosyltransferase 1      |
|                   | Rictor         | Rictor        | RPTOR independent companion of MTOR complex 2 |
|                   | Tbp            | Tbp           | TATA-box binding protein                      |

# Supplementary material for: Temporal changes in macrophage phenotype after peripheral nerve injury
**Source:** J Neuroinflammation. 2018 Jun 15;15:185. doi: 10.1186/s12974-018-1219-0
**Supplement:** Supplementary file 4 — Table S3. Survival after intraperitoneal endotoxin injection1. 1 Survival times of 5 mouse strains exposed to 50 mg/kg LPS I.P. Gehan–Breslow–Wilcoxon test and Mantel–Haenszel hazard ratios were calculated in GraphPad Prism. Ifngr1−/− and IL10rb−/− were compared to their background strain C57BL/6J. Il4ra−/− were compared to their background strain, BALB/cJ. C57BL/6J were compared to BALB/cJ.

**Supplemental Table 3:** Survival after intraperitoneal endotoxin injection <sup>1</sup>

|                             | N  | Median survival (h) | Hazard ratio (95% CI of ratio) | p-value |
|-----------------------------|----|---------------------|--------------------------------|---------|
| <b>Ifngr1<sup>-/-</sup></b> | 10 | 23.5                | 2.53 (0.941 – 6.78)            | 0.046   |
| <b>Il10rb<sup>-/-</sup></b> | 15 | 9                   | 0.178 (0.0672 – 0.472)         | <0.0001 |
| <b>C57BL/6J</b>             | 14 | 15                  | 0.630 (0.276 – 1.44)           | 0.031   |
| <b>BALB/cJ</b>              | 17 | 20                  | -                              | -       |
| <b>Il4ra<sup>-/-</sup></b>  | 14 | 15                  | 0.273 (0.108 – 0.692)          | 0.014   |

<sup>1</sup> Survival times of 5 mouse strains exposed to 50 mg/kg LPS I.P. Gehan-Breslow-Wilcoxon test and Mantel-Haenszel hazard ratios were calculated in GraphPad Prism. *Ifngr1<sup>-/-</sup>* and *IL10rb<sup>-/-</sup>* were compared to their background strain C57BL/6J. *Il4ra<sup>-/-</sup>* were compared to their background strain, BALB/cJ. C57BL/6J were compared to BALB/cJ.

# Supplementary material for: Temporal changes in macrophage phenotype after peripheral nerve injury
**Source:** J Neuroinflammation. 2018 Jun 15;15:185. doi: 10.1186/s12974-018-1219-0
**Supplement:** Supplementary file 6 — Table S4a. Gene expression of bone marrow-derived macrophages from 3 mouse strains under 3 in vitro stimulation conditions. Log transformed mRNA transcript count mean +/−standard deviation & Tukey letters from linear mixed effect model with mouse as a random effect and an interaction term of strain*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction. p value for the interaction term is displayed. Table S4b. Gene expression of bone marrow-derived macrophages from 2 mouse strains under 3 in vitro stimulation conditions. Log transformed mRNA transcript count mean +/−standard deviation & Tukey letters from linear mixed effect model with mouse as a random effect and an interaction term of strain*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction.

Supplemental Table 4b: Gene expression of bone marrow derived macrophages from 2 mouse strains under 3 in vitro stimulation conditions. Log transformed mRNA transcript count mean +/- standard deviation & Tukey letters from linear mixed effect model with mouse as a random effect and an interaction term of strain\*stimulation, followed by Benjamini and Hochberg false discovery rate (FDR) correction.

How the deposited data were processed for this re-analysis (not part of the article)

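RNASeq of macrophages sorted from the regenerative bridge of BALB/cJ mice was analysed in 7 libraries: 3 from day 5, 2 from day 14 and 2 from day 28 after sciatic transection and repair. The authors made poly(A) libraries, sequenced them as single-end reads, trimmed the reads with cutadapt, mapped them with tophat to mm10 and quantified genes with Cufflinks and cuffdiff. The deposited estimated counts are fragments assigned to each gene in each library before scaling, of which 99.1% were whole numbers within 1e-06, and they were rounded before the tests. The deposited FPKM values, made by the authors with cuffdiff, are per kilobase of transcript and per 1e+06 fragments after scaling between libraries. Of the values, 8 in 4 genes carry a status other than OK and were kept as listed.

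Counts were compared in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the day as the group (12858 of 23361), counts were scaled by TMM (factors 0.918 to 1.07), and the quasi-likelihood test was fitted to all 7 libraries at once with a coefficient per day. The 3 comparisons were day 14 against day 5, day 28 against day 14 and day 28 against day 5, each adjusted by the Benjamini-Hochberg method with a limit of 0.05. Standard errors of log2 fold changes were computed from the fold change and its F statistic. Those of medians over genes come from resampling the genes, so they measure the spread between genes and not between libraries. The stricter gene counts also asked for a 2-fold change of mean FPKM and a mean of at least 5 FPKM on 1 of the 2 days. Those genes were clustered by Ward linkage into 6 clusters on log2 ratios of mean FPKM with a pseudocount of 0.1. The size of change in an interval is the root of the mean squared log2 fold change less the mean squared standard error. Gene lists, 17 for pathways and 15 for cell types, were tested with camera at a preset correlation of 0.01 and with the correlation estimated, adjusted over all lists and comparisons together. Positions come from the GENCODE M21 annotation, matched by symbol for 22999 of 23361 genes.

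Assigned fragments had medians of 21889611, 19425041 and 26674546 per library on days 5, 14 and 28, and the common dispersion was 0.0311. On data simulated from these libraries with 100 genes changed 2-fold and 100 changed 4-fold, edgeR recovered 69 and 88 in the earlier interval and 62 and 92 in the later one, with 20 false among 177 calls and 17 among 171. DESeq2 recovered 72 and 92, and 65 and 93, with 40 false of 204 and 33 of 191 calls. Limma on FPKM recovered 1 and 75, and 2 and 55. Replicates of 1 day correlated at 0.972 to 0.984 in log counts, and their chi-square per degree of freedom of 15.6 to 63.6 is above counting noise.

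Named genes are those the paper names for this experiment or labels in Fig. 2a, the 10 largest rises and 10 largest falls of the earlier and the later interval among genes past the stricter limits whose libraries do not overlap, and up to 4 leading members of each list. Genes for sorting markers and the genes of counts of 5 or fewer were added to these after their values were seen. Some named genes, with their values under the alternatives, are not reported here. Alternatives were DESeq2 1.42.0, RLE scaling, library totals alone, no filter and a stricter filter (20 counts in 2 libraries), limma 3.58.1 on log2(FPKM + 1) with and without a filter at 1 FPKM and on log2(FPKM + 0.1), fits of only 2 days, the replicate number as a block, each library left out, other limits for the stricter counts and other clusterings. Tables were handled in Python 3.11.15 with pandas 2.3.3. The NanoString and in vitro experiments have no deposited sequencing values and were left out, and the pathway software of the paper was not available, so gene lists stand in its place.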

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

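The fits without each library were planned, but their use below as tests of an explanation, and the tests on fibroblasts and on tissue digestion, were chosen only after the result was seen, while the one on transcript length was written before. Standard errors of medians below come from resampling genes, so they measure the spread between genes and not between libraries.

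Type I interferon genes lie outside the genes the paper discusses, and 15 of 18 fell from day 5 to day 28 by edgeR (17 at an unadjusted p under 0.05, 15 by DESeq2 and 13 by limma), or 5 and 3 without day 28 replicates 1 and 2. Of 19 cholesterol synthesis genes, also outside its discussion, 10 rose in that interval (14 unadjusted, 11 by DESeq2, 5 by limma), against 1, 2 and 2 without day 5 replicates 1, 2 and 3 and 0 and 3 without day 28 replicates 1 and 2. Of 21 genes of glycolysis and hypoxia, likewise not discussed in the paper, 11 fell (15 unadjusted, 15 by DESeq2, 13 by limma), or 5 without any 1 day 5 library and 5 and 4 without day 28 replicates 1 and 2.

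The first pattern weighed is the larger change from day 5 to day 14 than after it, with a ratio of 1.34. With 2 libraries on each day the ratio was 1.405 to 1.53 (SD over the 7 fits without 1 library 0.313). That measure already subtracts the sampling error, so library number could hardly move it, and it cannot decide whether unequal numbers are the cause. Counts of changed genes do depend on library number. With 2 libraries on each day they fell in both intervals but stayed higher in the earlier one, as given above. A single library may set the order, since the ratio was 0.860 without day 14 replicate 2 and 1.36 without replicate 1. The counts turned as well without day 14 replicate 2, to 285 genes against 629. The ratio was also 0.731 without day 28 replicate 2. Whether gene expression itself changed more in the earlier interval stays open as a hypothesis.

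The second is that collagen and matrix genes were higher on day 14 (median log2FC 1.54, 7 of 21 rose by edgeR, or 3, 0 and 0 without day 5 replicates 1, 2 and 3). For this list the camera adjusted p was 4.3e-10, and 0.551 with an estimated correlation. With its NanoString data, from other mice, the paper reports Col1a1, Col1a2 and Col3a1 as elevated on day 14 against day 5. Day 14 replicate 1 alone does not carry the rise by point estimate, as the median was 0.80 without that library and 2.02 without replicate 2. The SE of 0.11 for the former measures the spread between the list's genes, and day 14 is then a single library. Fibroblasts among the sorted cells are a candidate source: 9 of 9 fibroblast markers outside the list, Thy1 set apart, were higher by point estimate, with a median of 1.39 (SE 0.396), with Dcn from 2.89 to 8.29 FPKM, Pi16 from 2.29 to 4.22 and Serpinf1 from 1.57 to 4.13, while endothelial, Schwann cell and smooth muscle markers had medians of −0.25, 0.01 and 0.14. The rise was not particular to fibroblast markers. T cell, granulocyte, eosinophil and B cell markers, over 4, 7, 2 and 3 genes, had medians of 1.57, 0.83, 0.82 and 0.58. By edgeR adjusted p 0 of the 9 fibroblast markers passed (0.0502 for Dcn to 0.942 for Fap). Without day 14 replicate 1 their median was 0.521 (SE 0.311) with 7 higher, beside 0.823 for Col1a1, Col1a2 and Col3a1. Without day 14 replicate 2 it was 1.94 with 9 higher, beside 2.34 for these collagens. None (0) of these 9 is in another list or in the study's panel, 3 had a mean of at least 1 FPKM on day 5 and 6 on day 14, and the Thy1.2 exclusion would remove Thy1-positive fibroblasts (Thy1 log2FC −0.29, edgeR adjusted p = 0.752). Collagen expression by macrophages stays open beside it.

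The last is that 20 of 23 immediate early and heat shock genes were higher on day 14 by point estimate, with a median log2FC of 0.46 (SE 0.157, camera adjusted p = 4.7e-06, adjusted p = 0.551 with an estimated correlation). By edgeR adjusted p 5 rose, or 3, 1 and 1 without day 5 replicates 1, 2 and 3 and 2 without day 14 replicate 2, while 8 rose and 1 fell without day 14 replicate 1. A bias by transcript length is argued against by the median of −0.086 (SE 0.0119) in 774 genes matched on length and expression. A response to the tissue digestion and one in the nerve cannot be told apart, since all samples were digested before sorting and none of these 7 libraries comes from undigested tissue.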

How the results depend on the processing

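All alternatives in this part were fixed before the data were examined except the ratio of median absolute log2 fold changes (1.22 against 1.34 for the ratio of sizes), which was among the tests chosen only after the result was seen. Leaving out a library of day 14 or day 28 leaves that day with 1, which is assumed to vary like the others, and the cause of the shifts below was not tested.

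Genes changed from day 5 to 14, 14 to 28 and 5 to 28 numbered 614, 8 and 1960 by edgeR. DESeq2 gave 1366 and 332 in the first 2, no filter 1429 and 390, and library totals alone 56 in the second. Limma on log2(FPKM + 1) gave 212 and 0, on log2(FPKM + 0.1) 235 and 1, and without a filter 0, 0 and 1008, where the unadjusted edgeR counts are 3083, 1570 and 4046. Fits of only the 2 days compared gave 315 and 0. Under the stricter limits (150, 6 and 452 genes, 505 in any) DESeq2 gave 120 for days 14 to 28, library totals 37, no filter 149 and fits of 2 days 0. Limma gave 91 and 0 on log2(FPKM + 1), 95 and 1 on log2(FPKM + 0.1), and 0, 0, 299 and in any 299 without a filter. A mean of at least 1 FPKM gave 252, 707 for days 5 to 28 and 783 in any, and an adjusted p under 0.01 gave 21, 0 and in any 319. Of panel genes (28), 47 changed to day 14 without a filter, 16 and 16 by limma with the 2 pseudocounts and 0 by limma without a filter. With an estimated correlation, 0, 0 and 0 gene lists passed camera, against 13, 12 and 14. Whether that version could call a list with 7 libraries was not simulated. Type I interferon genes from day 14 to 28, all 18 lower, had an unadjusted camera p of 0.0551 in it. Its recurring adjusted p = 0.551 is a Benjamini-Hochberg tie shared by lists with an unadjusted camera p from 0.0173 to 0.189. Not passing it does not show that a list was unchanged.

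With each library left out, counts ran from 52 to 1728, 0 to 629 and 452 to 2746 for the 3 comparisons, from 42 to 459, 0 to 321 and 249 to 480 under the stricter limits, 294 to 677 in any, and 9 to 44 for panel genes. The ratio of sizes ran from 0.731 to 1.53, with 0.860 without day 14 replicate 2 and 0.731 without day 28 replicate 2.

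For single genes, Arg1 from day 5 to 14 was −1.75 by limma without a filter and Retnla 3.80 (adjusted p = 0.0730 each, with 1.5e-15 to 0.0730 and 9.2e-26 to 0.0730 over all alternatives). Nos2 without a filter on counts was −2.68 to day 14 (adjusted p = 0.00312, 0.00125 to 0.291 over all alternatives) and −3.93 after it (0.00859, 0.00391 to 0.963), and by limma without a filter −2.68 from day 5 to 28 (0.0551, 9.0e-07 to 0.116). Without each library it ran from −6.28 to −1.69, −4.93 to −0.34 and −7.05 to −6.07, was newly called at −6.28 and −4.93 without day 14 replicates 1 and 2 and lost its call at −6.07 and −7.05 without day 28 replicates 1 and 2.

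With each library left out, list medians to day 14 ran from 0.10 to 0.71 for IL4 genes (the lowest without day 14 replicate 1, camera adjusted p = 0.993, where the direction of the camera test turned), and without day 14 replicate 2 they turned to the highest values of ranges from −0.78 to 0.22 for IFNγ (0.00306), −0.58 to 0.52 for resident-type macrophage (3.6e-05) and −0.92 to 0.18 for type I interferon genes (0.0377). After day 14, resident-type genes ran from −0.87 to 0.21 (the highest without day 14 replicate 1, 0.0506), and the camera direction or the median turned without day 14 replicate 2 for IL4 genes (0.12, 0.394, range 0.066 to 0.63) and LPS and TNF genes (−0.36, 2.6e-04, range −0.36 to 0.29).

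Scaling by library totals alone moved the median of all genes to 0.13, 0.06 and 0.19 for the 3 comparisons, against 0.03, 0.01 and 0.03 by TMM, and the share of rising genes to 76.6%, 32.1% and 71.9%. Of named genes called by edgeR, 0 of 75 to day 14, 0 of 8 after it and 53 of 124 from day 5 to 28 kept the call under every setting run, and all kept their direction. Both zeros were fixed by limma without a filter, which called 0 genes of any kind in these intervals. DESeq2 lost 1 of the 75 calls and 0 of the 8, and the replicate block lost 72 and 8.

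Same-numbered libraries of different days correlated at −0.0819 to 0.227 over 6 pairs once the day was removed, and they were not treated as pairs. On days with 2 libraries the deviations mirror each other, so these 6 values are not independent. They cannot exclude that the numbers pair samples. With the replicate number as a block (replicate block), 6, 0 and 735 genes changed, 5 and 0 in the first 2 comparisons under the stricter limits, and 3 panel genes, with Arg1 at −1.69 (edgeR adjusted p = 0.0610) and Retnla at 4.18 (0.0533) to day 14.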

Differences from the paper's values

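The paper counts 382 genes past its stringent limits in at least 1 comparison, and 505 were found here with edgeR's adjusted p in place of cuffdiff's. Of 21 alternatives set before the data were examined, 17 lie within 1.5 times the paper's count, from 294 without day 28 replicate 1 to 783 at a mean of at least 1 FPKM, and those outside are the fits without a filter (578), without day 14 replicate 1 (677), without day 14 replicate 2 (619) and the limit of 1 FPKM. The paper gives equal numbers of samples per day, while the table holds 3 libraries of day 5 and 2 each of days 14 and 28. No test in this part was chosen after the result was seen.

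The paper lists Chi3l3 among genes that fell to day 14 and partly returned by day 28. Here it was at −1.01 (edgeR adjusted p = 0.346, 0.0834 to 0.807 over 17 alternatives) and 0.70 (0.707, 0.443 to 0.957), with no call under any of them. It states that Arg1 partly returned and that Retnla rose throughout. Arg1 was at 0.41 after day 14 (edgeR adjusted p = 0.496, 0.272 to 0.951) and Retnla at −0.24 (0.835, 0.347 to 0.909), called by none of 17 alternatives, while their earlier changes have the paper's direction and pass the test. It places Ccl2 and Ccl7 among genes that fell to day 14, and here these were at −1.27 (edgeR adjusted p = 0.113, 2.3e-04 to 0.253) and −1.35 (0.116, 1.6e-05 to 0.250). No filter and the fit without day 14 replicate 1 call both, as they do Nos2 to day 14 (−2.68, 0.109, 0.00125 to 0.291), and all 3 genes fell from day 5 to day 28.

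Alox15, Nes, Clu and Sct are in the paper's clusters, and here their mean FPKM stays below its limit, at 3.36, 2.15, 2.50 and 2.32 at most. Alox15 was at 1.49 to day 14 (edgeR adjusted p = 0.130, 0.0213 to 0.711), called by DESeq2, without a filter and without day 14 replicate 2. Nes after day 14 (2.86, 0.110, 8.3e-05 to 0.369) is called by the same 3, and Sct (edgeR adjusted p = 0.132, 0.0124 to 0.592) by DESeq2 and without a filter. Nes, Clu and Sct did pass the edgeR limit from day 5 to day 28. The paper's legend puts Sct in a cluster of its own and Ccl2 and Ccl7 with Arg1 and Il1a, where here Arg1 and Il1a clustered with Saa3, Ccl2 and Ccl7 with Pf4, and Sct in none.

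The greater difference from day 5 to 14 than from day 14 to 28 holds here in counts and in the ratio of 1.34, but without day 14 replicate 2 both turn, to 285 genes against 629, 121 against 321 under the stricter limits and a ratio of 0.860, and without day 28 replicate 2 the ratio does (0.731).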

Other observations

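No test in this part was chosen after the result was seen. Gpnmb, Spp1 and Lpl, genes of lipid-laden phagocytic macrophages, were higher on day 28 than on day 5, among 18 lipid handling genes of which 6 rose and 6 fell, Plin2 and Abca1 among the latter (median log2FC −0.15, camera adjusted p = 0.998). Gpnmb rose from 148 ± 4.73 to 420.1 ± 46.8 FPKM (mean ± SD, n = 3 and 2, log2FC 1.52, SE 0.18, edgeR adjusted p = 0.00183), Spp1 from 979 ± 226 to 3414 ± 452 (edgeR, 1.82, SE 0.26, adjusted p = 0.00345) and Lpl from 91.4 ± 38.8 to 617 ± 98.9 (edgeR, 2.77, SE 0.42, adjusted p = 0.00446). Cx3cr1, the fractalkine receptor gene of tissue macrophages, rose from 5.06 ± 1.87 to 40.2 ± 5.52 FPKM (edgeR, 3.01, SE 0.32, adjusted p = 0.00107). Cd5l, a resident macrophage gene, fell from 22.8 ± 7.99 to 2.74 ± 0.801 FPKM (edgeR, −3.01, SE 0.42, adjusted p = 0.00308). Of 18 resident-type macrophage genes, these 2 among them, 3 rose and 6 fell in that interval (median log2FC −0.46, camera adjusted p = 0.151). The calls of Gpnmb, Spp1, Lpl, Cx3cr1 and Cd5l held without each of the 7 libraries in turn.

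Irf7, the regulator of type I interferon genes, fell from 522 ± 88.2 FPKM on day 5 to 98.2 ± 9.42 on day 28 (mean ± SD, n = 3 and 2, log2FC −2.40, SE 0.32, edgeR adjusted p = 0.00267), and the interferon-stimulated protease gene Usp18 from 33.0 ± 3.10 to 9.26 ± 0.744 (edgeR, −1.81, SE 0.26, adjusted p = 0.00336). The 18 genes of this response had a median log2FC of −1.51 (camera adjusted p = 3.4e-15, adjusted p = 0.551 with an estimated correlation). In the same interval 7 granulocyte markers had a median of −0.59 (2 fell, camera adjusted p = 0.00239, adjusted p = 0.551 with an estimated correlation) and 4 platelet markers one of −1.06 (2 fell and 1 rose, camera adjusted p = 0.0136, adjusted p = 0.551 with an estimated correlation, and 0.0765 and 0.113 at the preset one without day 28 replicates 1 and 2). Slc16a3, the lactate transporter gene, fell from 249.7 ± 14.3 to 105 ± 7.46 FPKM (edgeR, −1.23, SE 0.13, adjusted p = 0.00101), and 21 genes of glycolysis and hypoxia had a median of −0.50 (camera adjusted p = 4.7e-07, adjusted p = 0.551 with an estimated correlation). Idi1, of the mevalonate pathway, rose from 1.57 ± 0.218 to 4.86 ± 1.40 FPKM (edgeR, 1.65, SE 0.34, adjusted p = 0.0142, lost without day 5 replicates 1 and 3 and day 28 replicate 1 at 0.0537, 0.0529 and 0.136). With it, 19 cholesterol synthesis genes had a median of 0.73 (camera adjusted p = 2.6e-05, adjusted p = 0.551 with an estimated correlation).

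Of 26 proliferation genes, 10 rose from day 5 to day 14 by edgeR and 0 fell (20 and 0 unadjusted, 19 and 0 by DESeq2, 3 and 0 by limma, 20 and 0 adjusted over the list alone), with a median of 0.99 (camera adjusted p = 7.3e-12, adjusted p = 0.551 with an estimated correlation). The number was 0, 1 and 1 without day 5 replicates 1, 2 and 3 and 2 without day 14 replicate 2. In this interval 13 fibroblast markers, with Col1a1, Col1a2 and Col3a1 among them, had a median of 1.53 (camera adjusted p = 7.0e-05, adjusted p = 0.593 with an estimated correlation). It was 0.53 without day 14 replicate 1, where the camera call was lost. The 1 marker that rose by edgeR was a collagen, so this result partly restates that on collagens.

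Counting fold changes of at least 2, 175 genes were higher on day 14 than on day 5 and lower again on day 28, against 60.8 (46 to 71) in 20 simulations without change that share the day 14 libraries as the data do. The opposite course was seen in 81 genes against 118 (95 to 140), below the simulated range. The simulations drew each gene independently, while replicate variation in the data can be shared between genes, so their ranges may be too narrow. Whether the 2 counts reflect courses of gene expression or shared variation of a library cannot be decided from them.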
